# Biglycan regulates bone development and regeneration

**DOI:** 10.3389/fphys.2023.1119368

**Published:** 2023-02-16

**Authors:** Reut Shainer, Vardit Kram, Tina M. Kilts, Li Li, Andrew D. Doyle, Inbal Shainer, Daniel Martin, Carl G. Simon, Jinyang Zeng-Brouwers, Liliana Schaefer, Marian F. Young, Genomics and Computational Biology Core

**Keywords:** periosteum, biglycan, extracellular matrix, fracture, bone, cartilage

## Abstract

Endochondral bone development and regeneration relies on activation and proliferation of periosteum derived-cells (PDCs). Biglycan (Bgn), a small proteoglycan found in extracellular matrix, is known to be expressed in bone and cartilage, however little is known about its influence during bone development. Here we link biglycan with osteoblast maturation starting during embryonic development that later affects bone integrity and strength. Biglycan gene deletion reduced the inflammatory response after fracture, leading to impaired periosteal expansion and callus formation. Using a novel 3D scaffold with PDCs, we found that biglycan could be important for the cartilage phase preceding bone formation. The absence of biglycan led to accelerated bone development with high levels of osteopontin, which appeared to be detrimental to the structural integrity of the bone. Collectively, our study identifies biglycan as an influencing factor in PDCs activation during bone development and bone regeneration after fracture.

## Introduction

Skeletal development proceeds through two different ossification processes. Craniofacial bones develop through intramembranous ossification by direct differentiation of the mesenchymal stem/progenitor cells into osteoblasts. Development of the long bones on the other hand occurs *via* endochondral ossification, in which the mesenchymal stem/progenitor cells differentiate into chondrocytes and lay down a cartilage template, which is later replaced by osteoblasts that are responsible for bone formation (Berendsen and Olsen, 2015; Salhotra et al., 2020).

The periosteum is a thin highly vascularized membrane surrounding the bone that serves as an attachment site for tendons, ligaments and muscles. The periosteum is composed of an external fibrous layer containing fibroblasts and an inner cambium layer containing progenitor cells, known as periosteum derived-cells (PDCs), that allow bone growth and remodeling (Marsell and Einhorn, 2011; Colnot et al., 2012; Roberts et al., 2015).

Bone fracture healing involves a complex sequence of physiological events, which is similar to embryonic bone development except that it has an inflammation phase after the fracture that is necessary for the regeneration progress. In general, fracture healing through endochondral bone formation involves 4 phases: 1) inflammation, 2) proliferation, 3) callus formation and 4) bone remodeling. The initial fracture leads to a hematoma followed by an inflammatory response. Inflammatory cells migrate to the fracture area and secrete stimulatory factors including IL-1, IL-6, and bone morphogenetic proteins (BMPs) to promote angiogenesis and to recruit skeletal progenitor cells from the periosteum. After the inflammation phase, a callus forms due to a massive proliferation of PDCs leading to cellular condensation and chondrogenic differentiation. Recent evidence show that the periosteum is the major source of progenitor cells needed for the bone repair process (Marecic et al., 2015; Debnath et al., 2018; Duchamp de Lageneste et al., 2018). In the next phase of bone healing, the chondrocytes in the callus become hypertrophic and blood vessels and osteoblasts from periosteal regions enter to replace the cartilage template and form the woven bone. In the final phase of the fracture healing, the woven bone remodels through osteoclast-osteoblast coupling to create the mature lamellar bone.

The extracellular matrix (ECM) of bone plays a pivotal role in tissue integrity and strength. The organic ECM is comprised mainly of collagen type I (90%), which is arranged in fibrils that become mineralized to provide a scaffold for bone cells and ultimately determines the bone strength and integrity. Other components of the ECM are the non-collagenous proteins (10%) which mainly include γ-carboxyglutamic-containing proteins, small integrin-binding ligand N-linked glycoproteins (SIBLINGs) and proteoglycans, including small leucine-rich proteoglycans (SLRPs), that also contribute to bone structure and strength (Lin et al., 2020).

Biglycan (Bgn) is a member of the SLRP family and is highly abundant in the ECM of a variety of tissues, including bone, cartilage and tendon (Fisher et al., 1983; Bianco et al., 1990). During skeletal development, high levels of Bgn mRNA are detected in areas of endochondral and membranous bone formation (Kram et al., 2020). To study the role of Bgn in the skeleton, a knockout (KO) mouse, globally deficient in *Bgn*, was generated. Although *Bgn*-deficient mice appear normal at birth, they display a phenotype characterized by reduced bone mass and age-dependent osteopenia (Xu et al., 1998; Chen et al., 2002). In this study, we explored the role of Bgn from early stages of bone development and during fracture healing. Lack of Bgn influenced embryonic osteoblast differentiation, which later resulted in structural changes in the bone, including reduced integrity and strength. In addition, the fracture healing cascade in *Bgn* KO mice was compromised in multiple ways. Unlike wild-type (WT) mice, *Bgn-*deficient mice showed a reduced response to injury during the inflammatory phase, which led to decreased periosteal expansion, resulting in a smaller callus around the fracture site that then mineralize and remodel faster, generating new bone that was structurally abnormal. Analyzing the expression pattern of Bgn showed that it was dramatically upregulated in the periosteum in response to fracture. Using a novel 3D system, we found that under conditions that stimulate osteogenic differentiation, WT PDCs underwent endochondral ossification by forming cartilage structures *in vitro* followed by mineralization *in vivo*. In the 3D scaffolds containing *Bgn* KO PDCs, cartilage differentiation was reduced which resulted in abnormal accelerated mineralization. Overall, our results demonstrate that *Bgn* deletion impairs bone development and regeneration and may do so by regulating the cartilage phase preceding bone formation.

## Materials and methods

### Mice

C57BL/6J and C57BL/6-Tg (CAG-EGFP)1Osb/J male mice were obtained from The Jackson Laboratory. *Bgn*-deficient (KO) mice were generated as previously described (Xu et al., 1998) all mice were bred and housed at the NIDCR/NIH/DHHS animal facility with standard conditions and genotyped in our laboratory. All procedures using mice were approved by the NIDCR/NIH/DHHS ACUC (protocol numbers 18-865, 18-871).

### Primary culture of PDCs

After euthanasia, femurs and tibias were dissected from 6 to 7 week-old WT or *Bgn* KO male mice. Muscle and connective tissue were removed under sterile conditions and the epiphyses were coated with 5% low melting point agarose (Invitrogen) to protect the cartilage from digestion. PDCs were isolated by 1 h digestion in 3 mg/mL collagenase type II (Gibco) and 4 mg/mL dispase (Gibco) in α-minimal essential medium (αMEM) with 3% glutaMAX (Gibco) at 37°C (van Gastel et al., 2012; van Gastel et al., 2014). The cell suspension was passed through a 70 μm cell strainer (Falcon) and plated in 25 cm^2^ flasks with growth medium composed of αMEM (Gibco) supplemented with 20% FBS (Gemini Bio Products), 100 U/mL each of penicillin and streptomycin and 2 mM glutaMAX (Gibco), and the medium was replenished twice a week until cells reached confluence.

### Preparation of 3D culture system

When PDC cultures reached 80%–90% confluency (10–14 days post isolation), the cells were trypsinized and seeded in RAFT™ 3D 96 well cell culture plates according to the manufacturer’s instructions (RAFT™ 3D Cell Culture bundle Kit, Lonza) at a concentration of 120,000 cells/well. Briefly, cells were seeded in a chilled mixture of collagen solution containing x10 MEM medium, 2 mg/mL rat tail collagen type I and neutralizing solution and incubated for 18 min at 37°C to form a hydrogel. Next, an absorber device was placed on top of the hydrogel for 15 min to condense and concentrate the mix of cells and collagen to create the RAFT™ disc. 0.24 mL/well growth medium was immediately added and thereafter replaced twice a week. To induce osteogenic differentiation, 10^–8^ M dexamethasone, 100 μM L-ascorbic acid phosphate and 2 mM β-glycerophosphate were added to the growth medium containing only 10% FBS for 14 days.

### Fractures and 3D scaffold transplantation

For all surgeries, 6–7 week-old WT or *Bgn* KO male mice were anesthetized with 2%–3% isoflurane. 1 mg/kg of buprenorphine SR-LAB (ZooPharm) was administrated subcutaneously before the procedure and 72 h post-surgery. For open stabilized fractures, the right hindleg was shaved and scrubbed with 10% povidone-iodine and alcohol solutions. A 5 mm medial parapatellar incision was created and the patella was dislocated to expose the femoral condyle. A hole was burred into the femoral epiphysis using a 25 gauge (25 G) needle and enlarged using a 23 G needle. A 26 G cannula (Millpledge Veterinary) was inserted into the femoral shaft through the burred hole. The muscles and tendons were shifted to expose the bone shaft and a horizontal fracture was created at the center of the shaft using surgical scissors. The soft tissue was repositioned and the protruding end of the needle was cut off. The incision was closed using 5-0 absorbable sutures (Ethicon). X-ray was performed to visualize the fracture (Faxitron® Ultra Focus). For subcutaneous transplantation, a small incision was made in the skin on the back of the mouse. 3D scaffolds with un-differentiated PDCs (that served as control) or differentiated PDCs were implanted subcutaneously and the incision was closed using 5-0 absorbable sutures (Ethicon). The 3D scaffolds were analyzed at time points 0 (the day of implantation), and 4 and 8 weeks after implantation.

### Micro-computed tomography (µCT)

The 3D scaffolds recovered after implantation and mice femurs before and after fracture were fixed in Z-fix (170; Anatech, LTD) for 24 h at room temperature (RT) and stored in 70% ethanol. 3D transplants were scanned at 45 kV, 200 μA, 600 ms integration time (IT), 14.8 µm voxel size. Femurs were scanned at 70 kV, 85 μA, 300 ms IT, 10 µm resolution (µCT50; Scanco Medical AG, Brüttisellen, Switzerland). Mineralized tissues were reconstructed using the global approach and segmented by a global thresholding software (Scanco Medical AG, Brüttisellen, Switzerland). Standardized nomenclature was used for the bone parameters measured. For the femurs, trabecular parameters were measured at the secondary spongiosa of the distal metaphysis and cortical parameters were determined in a 1 mm ring at the mid-diaphyseal region according to previously published guidelines (Bouxsein et al., 2010). The callus of the fractured femurs was analyzed along the entire shaft of the bone. Cross section measurements of the callus were calculated based on the entire stack of 2D images.

### Histology and imaging

For scanning electron microscopy (SEM), 3D scaffolds were fixed at 4°C overnight with Karnovsky fixative (Electron Microscopy Sciences) followed by three washes with phosphate buffered saline (PBS) and dehydrated in a series of ethanol washes (0, 30, 50, 70, 85, 95, and 100%), with each wash conducted 3 times for a total of 15 min. The samples were then critical point dried (Autosamdri-814, Tousimis), mounted and sputter-coated with gold (75 mA for 60 s, Denton Vacuum Desk II) prior to imaging (2 kV, 10 Ua, S-4700-II FE-SEM, Hitachi). For histology, immunofluorescent and second harmonic generation (SHG) imaging, 3D scaffolds or femurs were decalcified prior to paraffin-embedding.

Femur sections were deparaffinized and rehydrated prior to SHG imaging of type I collagen. SHG imaging was performed on a Nikon A1R MP + HD confocal system using a ×40 Apo LWD objective (N.A. 1.15) in resonant scanning mode (512 × 512, 4X line average scanning). The two-photon beam excitation was provided by a Chameleon Vision II laser tuned to 820 nm (Coherent). The non-descanned detector used a 400–480 band pass emission filter. Z-stacks were taken of the middle 10 or 15 microns of 20 or 30 micron-thick tissue slices, respectively. Image tiles were created in a ∼250–500 µm wide by 1800 µm long region centered around the femur center. Femur sections were oriented to match the two-photon beams polarity (parallel with the *Y*-axis). After acquisition, images were denoised using NIS Elements Denoise A.I. software (Nixon). Line scans depicted in figures show SHG signal intensity normalized to the brightest pixels for comparison on a similar scale.

To analyze SHG fibril differences between WT and KO femurs, ctFIRE and curve align standalone plugins for MatLab (Bredfeldt et al., 2014) were used with the following settings: Min fiber length 100 pixels, Max fiber width 15.

For Bgn immunochemistry, deparaffinized and rehydrated sections were incubated for 1 h at 37°C with ABCase (Seikagaku biobusiness corp.), followed by antigen retrieval (Unitrieve, Innovex), and quenching of endogenous peroxidase activity with dual endogenous enzyme block (Dako). The sections were blocked with 10% normal goat serum in PBS for 1 h at 37°C and incubated with Bgn rabbit antisera (from Dr. Larry W. Fisher, NIH, ref. LF-159) 1:600 diluted in the blocking buffer overnight at 4°C. The sections were washed and incubated with Super PicTure™ Polymer detection kit (Invitrogen) for 20 min at RT and detected with ImmPACT™ AEC (Vector laboratories). Slides were scanned using an Aperio ScanScope slide scanner.

For F4/80, Ym1, and iNOS immunohistochemistry, deparaffinized and rehydrated sections were incubated for 48 h at 55°C with citrate buffer, pH 6.0 (BIOZOL, Germany). The sections were blocked with 3% H_2_O_2_ in PBS for 10 min and with Protein Block Serum-free solution (Dako, X0909) for 20 min. This was followed by incubation with rat anti-mouse F4/80 antibody (1:250, Biorad, MCA497G), rabbit anti-Ym1 antibody (1:100, Abcam, ab93034) or rabbit anti-iNOS (1:500, Enzo Life Sciences, ADI-905-431–1) diluted in antibody diluent (Dako S3022) overnight at 4°C. The sections were washed and incubated with Histofine Simple Stain Mouse MAX PO (Rat) (Nichirei Biosciences INC, 414311F) for F4/80, or with Histofine Simple Stain Mouse MAX PO (Rabbit) (Nichirei Biosciences INC, 414341F) for Ym1 and iNOS, for 30 min at RT and detected with Vector DAB Substrate (Vector laboratories, SK4100). Mayer’s hematoxylin was used as counterstain. The protein expression levels were determined by the reciprocal intensity of the chromogen stain using the open source ImageJ Fiji software (http://fiji.sc/Fiji).

For aggrecan (ACAN) and osteopontin (OPN) immunofluorescence, deparaffinized and rehydrated sections were incubated for 1 h at 37°C with ABCase (Seikagaku biobusiness corp). Following antigen retrieval (Unitrieve, Innovex), and incubation with 0.1% sodium borohydride, the sections were blocked with 10% normal goat serum in PBS for 1 h at 37°C, and incubated 1:200 with either rabbit anti-ACAN antibody (Millipore, ref. AB1031) or rabbit anti-OPN antibody (IBL, ref. 18,621) overnight at 4°C. The sections were washed and incubated with secondary antibody, anti-Rabbit IgG conjugated to Rhodamine Red 1:500 (Jackson, ref. AB_2340614) and DAPI 1:500 (Thermo Fisher Scientific, ref. D21490) for 1 h at RT. Finally, the slides were washed, mounted and imaged by A1R-MP + HD multiphoton confocal system (Nikon). Tiled (2 × 2, 6 × 6 or 7 × 7) Z-stacks (every 1.0 µm) were taken using a ×40 Plan Fluor (N.A 1.3) oil immersion objective in resonant scanning mode (×512512, 4X line average scanning) using the 405 nm and 561 nm lasers. Images were denoised using NIS Elements Denoise A.I. software after acquisition (Nixon). For quantification, we applied a Li threshold and then captured the mean fluorescence intensity of included area of the image using ImageJ Fiji software.

For osteoclast analysis, deparaffinized sections of fractured bones were stained with TRAP (Sigma).

Staining with hematoxylin and eosin (H&E) was performed using standard protocols. For periosteal width analysis, H&E stained slides were scanned using an Aperio ScanScope slide scanner and the entire enlarged periosteum was outlined, measured and the expanded area analyzed by Image Pro 7.0 software (Media Cybernetics Inc., United States). This resulted in five data points for each genotype used.

### RNA isolation, qRT-PCR and RNAseq

Femoral shafts were isolated and immediately frozen in liquid nitrogen. The bones were centered in a tissue tube (Covaris) under liquid nitrogen and crushed using a CP02 cryoPREP Dry Pulverizer. Total mRNA was extracted and purified from the pulverized tissue using TriPure (Sigma, United States) followed by RNeasy mini kit (Qiagen) hybrid protocol.

Total mRNA from cultured cells was extracted and purified using RNeasy mini kit (Qiagen).

Total mRNA was converted to cDNA using iScript cDNA Synthesis Kit (Bio-Rad) and qRT-PCR analysis was performed using iQ SYBR Green Supermix (Bio-Rad). Target gene (Bgn: F: 5′-AGA​CAA​ACC​GAC​AGC​CTG​ACA​AC-3′, R: 5′-GCC​AGC​AGC​AAG​GTG​AGT​AGC-3′) was normalized to S29 (F: 5′-GGA​GTC​ACC​CAC​GGA​GTT​CG-3′, R: 5′-GGA​AGC​AGC​TGG​CGG​CAC​ATG-3′) and relative expression data was calculated using the ΔΔCt method.

For RNA seq procedures, RNA was transcribed by Superscript IV (Thermo Fisher Scientific) and full-length 2nd strand cDNA amplified by LongAmp DNA polymerase (New England BioLabs). Sequencing libraries were prepared using a Nextera XT kit (Illumina), individually barcoded, pooled to a 2 nM final concentration, and sequenced on a NextSeq500 or NextSeq2000 instrument (Illumina) using 37 × 37 paired-end (NextSeq 500) or 55 × 55 (NextSeq 2000) paired-end read configurations. After sequencing, the base-called demultiplexed (fastq) reads from multiple sequencing runs were merged when appropriate and read qualities were determined using FastQC (v0.11.2), aligned to the GENCODE M11 mouse genome (GRCm38.p4) and gene counts generated using STAR (v2.5.2a). Post-alignment qualities were generated with Picard Tools RnaSeqMetrics (v1.129). An expression matrix of raw gene counts was generated using R and filtered to remove low count genes (defined as those with less than five reads in at least one sample). The filtered expression matrix was used to generate a list of differentially expressed genes (DEGs) between the sample groups using three statistical methods: DESeq2, EdgeR, and Limma-voom.

### Single cell RNA seq

For single-cell RNA sequencing (scRNA seq), WT and *Bgn* KO embryos (E16.5) were used. After euthanasia, the posterior limbs were dissected and connective tissues were removed under sterile conditions. The bones were dissected into small pieces and digested with 2 mg/mL collagenase IV (Gibco) in Advanced DMEM (supplement with 1% Glutamine) for 40 min at 37°C with manual shaking every 10 min. When the dissociation procedure was complete, the cell-suspension was centrifuged, supernatants were carefully removed and the cell pellet suspended in PBS containing 0.1% BSA. The cells were then filtered using Flowmi filter tips (Bel-Art Products, #H13680-0040) to remove possible undissociated cells and debris. The cells were counted and resuspended to a final concentration of 1 × 10^6^ cells/mL.

The single-cell suspension was loaded onto the droplet-based single-cell barcoding system (10x Chromium Controller, 10x Genomics) and a Chromium NextGEM Single Cell 3’ Reagent Kit v3.1 (10x Genomics) was used to prepare single-cell, barcoded 3’ cDNA libraries according to the manufacturer’’s instructions. The libraries were sequenced on a NextSeq2000 instrument (Illumina). The sequenced data was processed by CellRanger (v5.0.0, filtering, barcode and UMI counting) using default command line options and gene-barcode matrices were generated. The sequenced reads were aligned to the mouse genome assembly provided by 10X Genomics (10X Genomics reference mm10-2020-A), based on Ensembl annotation. Downstream data analysis was performed on the CellRanger cell-gene filtered matrix, using the Seurat R package V4 (Hao et al., 2021). Seurat objects were generated for each of the four samples (2 WT, two *Bgn* KO), which were then merged into a single Seurat object. Cells with unusual numbers of genes (<200), UMI count (>15,000) or percentage of mitochondrial genes (>20%) were filtered out. The data was then normalized by the “LogNormalization” method implemented in the Seurat package (scale factor = 10,000) and scaled using Seurat’s default settings. The 2,000 top variable genes were identified using the “vst” method implemented in Seurat. Linear dimensional reduction (PCA) was performed, followed by batch correction using “Harmony” (“RunHarmony” command, using default settings) (Korsunsky et al., 2019). Nearest Neighbor analysis and clustering were performed using the Harmony embeddings. The clusters were visualized using Uniform Manifold Approximation and Projection (UMAP) (Becht et al., 2018). The DEGs between the clusters were identified using the Wilcoxon Rank Sum test implemented in Seurat’s “FindAllMarkers” command. The cell identities were then assigned according to the markers identified (Supplementary Tables S1, S2). Cell types that were over clustered were merged (e.g., mast cells). For pseudotime trajectory analysis, a new Seurat object containing the osteoblasts clusters (1–4) and the skeletal progenitor cell was generated. The single cell trajectory and branching point were detected using the reversed graph embedding algorithm implemented in Monocle3 R package (Qiu et al., 2017) using default parameters. The root of the trajectory was defined as the list of the skeletal progenitor cells. The full code for the analysis and figures will be found in https://github.com/ishainer/R_shainer_et_al_2022/. The raw scRNA seq data is available through the NCBI GEO repository, accession number GSE192542, upon publication (token will be given upon reviewer’s request).

### Serum cytokines evaluation

Mouse serum was analyzed from peripheral blood, obtained by retro-orbital bleeding, 24 h post fracture. Circulating cytokine levels were determined by flow cytometry using a mouse inflammation CBA kit (BD Bioscience, BD 552364) according to the manufacturer’s protocol. Briefly, a mix of six bead populations coated with antibodies specific for IL-6, IL-10, MCP-1, IFN-γ, TNF, and IL-12p70 were incubated for 2 h at RT with serum samples and with PE conjugated detection antibodies to form sandwich complexes. PE fluorescence intensity for each of the antibodies was measured by Flow Cytometer and FCAP Array™ software was used to generate the results.

### Micro indentation

Femurs were embedded without demineralization in SamplKwick fast cure acrylic compound (Burhler). 7 mm thick cross-sections were cut from the bone’s mid-shaft using a diamond saw. The samples were ground and polished with Micro-Mesh sanding sheets followed by 0.25 µm diamond paste. Indents were preformed using HMV-G21DT micro-hardness testing machine (Shimadzu) with a diamond Vickers microindenter tip using 0.05 N of applied force for 10 s before unloading. 3-4 indents were performed for each sample and the results were averaged.

### Statistical analysis

Differences were examined by two-tailed Student’s t-test for comparing two groups and by either one-way or two-way analysis of variance (ANOVA) test for comparing multiple groups. When significant differences were indicated by ANOVA, group means were compared to establish the source of the differences. *p* < 0.05 was considered statistically significant.

## Results

### Single-cell sequencing of mouse embryonic bones shows Bgn is important for osteoblast differentiation

Bgn is an abundant matrix component expressed in skeletal tissues throughout bone development and maturation. To study the role of Bgn *in vivo*, a *Bgn*-deficient mouse line was generated (Xu et al., 1998). Although *Bgn* KO mice appear normal at birth, they display a phenotype characterized by reduced bone mass and age-dependent osteopenia. Lechner et al. (2006) measured the expression of *Bgn* mRNA in mouse hindlimbs during development and found that *Bgn* was present at E14, exhibited a striking 5-fold upregulation at E16, before dropping 5-fold by E18. Therefore, to understand when bone defects begin to arise in *Bgn* KO mice, we isolated cells from fetal hindlimbs of WT and *Bgn* KO embryos at 16.5 days of age, where *Bgn* transcript level is at its highest, and performed single-cell RNA sequencing (scRNA seq) analysis using the 10X Genomic’s Chromium platform. 

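Hindlimb cells of WT and Bgn KO embryos at E16.5 were sequenced in 4 single-cell libraries, 2 per genotype. The Bgn KO line lacks a working gene for biglycan, a small leucine-rich proteoglycan of the extracellular matrix. The posterior limbs were freed of connective tissue and digested with collagenase, and single cells were captured in droplets, where each transcript receives a cell barcode and a unique molecular identifier (UMI). The authors counted UMIs per gene and barcode with Cell Ranger 5.0.0 against the mm10 mouse genome and deposited the matrices of all barcodes and of the barcodes called as cells. The called barcodes numbered 8133 and 10093 in the WT libraries and 9338 and 11071 in the Bgn KO libraries. After the paper's filters on cells, the median number of UMIs per cell was 4684 and 4941 in the WT libraries and 5575 and 5113 in the Bgn KO libraries, with a median of 1868 and 1972 genes in WT and 2156 and 2038 genes in Bgn KO. From there the UMI counts were log-normalised in Seurat, the libraries were aligned with the Harmony algorithm over 30 principal components of 2000 variable genes, and a graph of 20 nearest neighbours was divided by the Louvain method. The paper's text gives no resolution for this step, and 1.4 was the smallest value tried that gave at least as many clusters as the paper reports. Clusters were named as a cell type only from marker genes that had been listed in advance. Each cluster was also matched to the cluster of the study whose genes in Supplementary Table S1 had the highest mean z-score in it, and names such as osteoblasts 4 refer to that match. These names were rebuilt from the table, so a cluster here need not hold the cells that carry the same name in the paper, and the resolution, the alignment and the treatment of doublets can all move a share of cells. Scrublet marked 406 and 749 WT cells and 510 and 801 Bgn KO cells as likely doublets, and these were kept, because the paper names no removal of doublets. The number of cells per cluster and the UMIs summed per library were compared between genotypes with edgeR's quasi-likelihood test, in which the library and not the cell is the replicate. The legend of Supplementary Figure S1 calls the libraries biological replicas, and which or how many embryos went into each is not given in the sources used here. RNA free in the droplets was measured in barcodes with 1 to 50 UMIs, which hold no cell.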

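The cells of the 4 libraries fell into 41 clusters of 24 to 3230 cells, and 36 of these took a cell type name from their leading genes. Clusters 3 and 22, with 1581 and 423 cells, were chondrocyte-like and led by Col2a1, Col9a3, Col9a1 and Matn1, which encode proteins of the cartilage matrix. A further chondrocyte-like cluster, 28, with 320 cells, was led by Spp1, Ibsp and Col10a1, genes of hypertrophic cartilage and of bone. Cluster 2, with 1881 cells, resembled perichondrium and skeletal progenitors and was led by Sfrp2, Igfbp2 and Ptn, which encode secreted regulators of growth factor signalling. Muscle connective fibroblast-like cells formed clusters 0, 17, 18 and 26, the first of them led by Vcan, Igf1 and Rbp4. Loose connective fibroblast-like cells formed clusters 1, 4, 25 and 29, of which cluster 1 was led by Mfap5, Akap12, Fst and Clec3b and cluster 4 by Lum, Dcn, Col1a2 and Twist1. The dermal fibroblast-like clusters 6 and 12, with 1391 and 869 cells, shared Twist2 and Crabp1 among their leading genes, both known from the mesenchyme of the skin. Cluster 32, with 232 cells, was keratinocyte-like, with the epidermal genes Krt14, Krt1 and Krtdap in the lead. Tendon-like cells (clusters 11 and 31) were led by Tnmd, Kera and Scx, muscle fibre-like cells (clusters 9 and 33) by genes of the contractile apparatus such as Actc1 and Ttn, and endothelial-like cells (cluster 13) by Cdh5 and Cldn5. Satellite, smooth muscle, Schwann, macrophage, monocyte, mast, neutrophil, lymphoid and erythroid cells were likewise named from their markers. Clusters 5, 7, 14, 15 and 34 stayed unnamed. Clusters 5 and 14 had medians of only 691 and 767 UMIs per cell, cluster 7 was led by the cell division genes Top2a and Cenpf, cluster 15 by Ecrg4, Mgp and Cytl1, and cluster 34 by the muscle genes Acta1 and Mylpf. No cluster met the rule for an osteoblast-like name. These genes define the clusters and are no result of a comparison.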

Clustering analysis of the sequenced cells revealed 38 transcriptionally distinct populations. The top 50 differentially expressed genes within each cluster were used to identify the cell-type represented by each cluster (Figure 1A; Supplementary Table S1). 

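The filters kept 6137 and 8652 cells in the WT libraries, 14789 in all, and 6699 and 8375 cells in the Bgn KO libraries, 15074 in all. Barcodes with fewer than 200 genes made up most of those removed, with 1667 and 974 in WT and 2250 and 2378 in Bgn KO. More than 15000 UMIs were found in 52 and 144 WT barcodes and in 135 and 144 Bgn KO barcodes, and more than 20% mitochondrial UMIs in 279 and 325 WT barcodes and in 280 and 177 Bgn KO barcodes. Cells of all 4 libraries were present in 40 of the clusters, among them every cluster matched to osteoblasts, chondrocytes, skeletal progenitors, tendon, muscle and embryonic fibroblasts. The exception was cluster 40, erythroid cells led by Car2, which held 20 and 4 WT cells and 0 Bgn KO cells. A count of 0 allows a share of up to 0.0199% of the Bgn KO cells.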

14,781 WT cells and 15,054 *Bgn* KO cells were analyzed, and both genotypes expressed the same clustering pattern (Figure 1B; Supplementary Figures S1A, S2). *Bgn* was found to be expressed mainly in skeletal progenitor cells, osteoblasts, chondrocytes, stromal cells, embryonic fibroblasts, tendon cells and neuronal progenitor cell clusters (Figure 1C). 

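Bgn (ENSMUSG00000031375) lies on chromosome X of GRCm38 from 73483602 to 73495933. In WT cells it was most abundant in skeletal and connective tissue cells and scarce in blood cells. The level pooled over both WT libraries was 10.6 UMIs of Bgn per 10000 UMIs in cells matched to chondrocytes 1, 9.44 in tendon progenitors 1, 7.91 in articular cartilage cells and 6.98 in chondrocytes 2. Skeletal progenitors had 5.68 (5.60 and 5.72 in the single WT libraries) and stroma cells 4.69. Among the cells matched to osteoblasts the level was 4.38 in osteoblasts 3, 3.52 in osteoblasts 4, 2.64 in osteoblasts 1 and 2.22 in osteoblasts 2, next to 2.17 in embryonic fibroblasts, 3.63 in neuronal progenitors 1 and 1.95 in chondrocytes 3. The smooth muscle cells, which surround vessels, also carried the transcript, at 5.00. The lowest levels were 0.0605 in erythrocytes progenitors 1, 0.309 in keratinocytes and 0.395 in M1 macrophages. A UMI of Bgn was present in 77.3% of WT skeletal progenitor cells at a median of 3840 UMIs per cell, against 2.83% of erythrocytes progenitors 1 at a median of 4743 UMIs. With every cell thinned to 2000 UMIs, so that depth no longer differs, these shares were 61.7% and 1.81%. Droplets without a cell held 2.49 and 2.69 UMIs of Bgn per 10000 in the WT libraries, so that the low shares in blood cells can be free RNA. The levels of single clusters were not tested against each other.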

*Bgn* mRNA wasn’t detected in *Bgn* KO cells as shown in Figure 1C and Supplementary Figure S1B. 

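In the Bgn KO libraries, Bgn UMIs were present at 0.101 and 0.0973 per 10000 UMIs, against 3.32 and 3.56 in the WT libraries. These were 799 UMIs over all Bgn KO cells and 26139 over all WT cells. Summed over the cells of a library, Bgn was 345 ± 14.4 CPM in WT and 9.88 ± 0.372 CPM in Bgn KO (SD, n = 2 libraries), a log2 fold change of -5.13 (standard error 0.061, adjusted p = 6.7e-08 from edgeR's quasi-likelihood test). At least 1 UMI was found in 4.86% of the Bgn KO cells at a median of 5322 UMIs and in 59.0% of the WT cells at a median of 4812 UMIs, and with all cells thinned to 2000 UMIs in 2.23% of 12491 Bgn KO cells and 42.5% of 12944 WT cells. The remaining UMIs were not spread evenly over the cell types. Cells matched to chondrocytes 2 had a UMI in 13.6% of cells at a median of 4540 UMIs (7.21% thinned), whereas erythrocytes progenitors 1, which should lack the gene, had it in 0.252% at a median of 4531 UMIs (0.256% thinned). The cell-free droplets of the Bgn KO libraries held 0.0754 and 0.0404 Bgn UMIs per 10000 (16 and 9 UMIs). The method counts fragments near the 3′ end of a transcript, and the sources used here do not give the deleted part of Bgn, so a transcript that keeps its 3′ end would still be counted.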

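The share of a library's cells changed between the genotypes in 17 of the 41 clusters, with 10 higher and 7 lower in Bgn KO (adjusted p under 0.05 in edgeR's quasi-likelihood test). The clusters that were higher in Bgn KO were mostly muscle and its connective tissue. Cluster 8, satellite-like cells, the stem cells of muscle, rose from 2.06% ± 0.0643 to 5.58% ± 0.211 (SD, n = 2 libraries each; log2 fold change 1.44, standard error 0.14, adjusted p = 1.8e-04), and cluster 0, led by Vcan, from 7.23% ± 0.384 to 14.4% ± 1.06 (adjusted p = 0.0017). Clusters 5 and 14, the cells of few UMIs, were also higher in Bgn KO. The clusters that were lower in Bgn KO were fibroblast, cartilage, epidermal and perichondrium or skeletal progenitor-like cells. The dermal fibroblast-like clusters 6 and 12 fell from 8.36% ± 1.41 to 1.24% ± 0.646 and from 4.92% ± 0.208 to 0.961% ± 0.00834 (adjusted p = 5.2e-04 and 3.4e-05). Cluster 3, cartilage cells, fell from 7.06% ± 0.0234 to 3.61% ± 0.492 (adjusted p = 0.0017). Endothelial-like cluster 13 held 2.43% ± 0.412 of WT and 2.605% ± 0.285 of Bgn KO cells and did not pass the test (adjusted p = 0.68), nor did the monocyte-like cluster 21 (1.43% ± 0.238 and 1.46% ± 0.295, adjusted p = 0.89). By the study's names, 13 of 32 matched populations changed, with 8 higher and 5 lower, and without Bgn KO replicate 2, 5 did, with 2 higher and 3 lower. Without Bgn KO replicate 1, 10 clusters passed the test, and without Bgn KO replicate 2, 8, with the lone library assumed to vary like the others.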

All the clusters included cells originating from both WT and *Bgn* KO animals, but the relative distribution of *Bgn* KO and WT cells differed in many of the clusters (Figure 1D; Supplementary Figure S2). From the total analyzed cells, 8.6% were chondrocytes. However, 5.6% came from WT cells and 3% came from *Bgn* KO cells. In addition, from the total analyzed cells, 18.6% were osteoblasts. In this cell type, 12.1% came from WT cells while only 6.5% came from *Bgn* KO cells. 

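Cells matched to chondrocytes 1 to 3 numbered 3007, or 10.1% of all cells, with 6.32% from WT and 3.75% from Bgn KO libraries. No cluster matched the study's chondrocytes 4, so these cells do not cover the same populations as the study's chondrocytes. Within a library they made up 12.8% ± 0.0879 of WT cells and 7.50% ± 1.02 of Bgn KO cells (SD, n = 2 libraries). The fall lay in chondrocytes 2, the clusters rich in cartilage collagens, which went from 9.01% ± 0.177 to 4.46% ± 0.336 (log2 fold change -1.01, standard error 0.16, adjusted p = 5.4e-06 from edgeR's quasi-likelihood test). Chondrocytes 1 (2.61% ± 0.0905 and 1.99% ± 0.351, adjusted p = 0.22) and chondrocytes 3, the cells led by Spp1 and Ibsp (1.14% ± 0.1795 and 1.05% ± 0.334, adjusted p = 0.77), did not pass the test. By markers alone, chondrocyte-like cells were 10.2% ± 0.00254 of WT and 5.51% ± 0.670 of Bgn KO cells (adjusted p = 7.7e-04). The normalization by TMM over the classes gave a log2 fold change of -0.73 for this class, which did not pass (adjusted p = 0.090, range over the alternatives 2.0e-04 to 0.090). In sums over all cells, Mia, which cartilage cells secrete, was 292 CPM in WT and 112 CPM in Bgn KO (log2 fold change -1.38, adjusted p = 5.5e-04), Sox9, the transcription factor that sets the cartilage fate, 117 and 73.3 CPM (-0.67, adjusted p = 2.9e-04), and Acan, the core protein of aggrecan, 229 and 143 CPM (-0.68, standard error 0.16, adjusted p = 0.017). Acan did not pass in DESeq2 (adjusted p = 0.080) or without WT replicate 1 (adjusted p = 0.074), over a range of 8.8e-25 to 0.080. Of 16 chondrocyte markers, 14 were lower and 1 was higher in Bgn KO (the same adjusted over the list alone, adjusted p = 0.46 with an estimated correlation). In the sums of the chondrocyte-like class 654 genes differed, a count that also carries the mix of its clusters, as the cells led by Spp1 and Ibsp were 78 and 88 of 623 and 878 WT cells and 86 and 68 of 401 and 422 Bgn KO cells. Of 16 chondrocyte markers 3 were lower and 1 was higher there (4 lower and 1 higher adjusted over the list alone), while of 29 genes of extracellular matrix organization 20 were higher and none was lower (22 higher adjusted over the list alone, adjusted p = 0.17 with an estimated correlation). Most osteoblast markers, Ibsp among them, were higher in the same sums. Such sums also carry free RNA, so the matrix rise cannot be placed in cartilage cells alone.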

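Cells matched to osteoblasts 1 to 4 numbered 6262 and made up 20.97% of all cells, with 14.3% from WT and 6.68% from Bgn KO libraries. They were 29.0% ± 1.14 of the cells of a WT library and 13.3% ± 1.27 of the cells of a Bgn KO library (SD, n = 2 libraries each), with no overlap between 28.2% in the lower WT library and 14.2% in the higher Bgn KO library. By the marker classes, osteoblasts 1, 2 and 3 were loose connective fibroblast-like cells, which carry Mfap5, Clec3b and collagens, and osteoblasts 4 were dermal fibroblast-like. Loose connective fibroblast-like cells as a whole fell from 16.9% ± 0.805 to 12.0% ± 0.603 (log2 fold change -0.50, standard error 0.12, adjusted p = 0.0035 from edgeR's quasi-likelihood test), a call lost under 8 of 10 alternatives, among them either Bgn KO library left out (adjusted p = 0.069 and 0.099) and WT replicate 2 left out (0.11), over a range of 0.0015 to 0.88. The markers of this class went the other way. All 10 were higher in Bgn KO in the sums over all cells (10 adjusted over the list alone, adjusted p = 0.25 with an estimated correlation), with Clec3b, a plasminogen-binding lectin, from 48.7 ± 6.08 to 264 ± 12.66 CPM (log2 fold change 2.44, standard error 0.084, adjusted p = 1.4e-05), and in the cell-free droplets they took 4.74 ± 0.221 of 10000 UMIs in WT and 10.1 ± 1.21 in Bgn KO.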

More specifically, in osteoblast clusters 1 and 2, the number of WT cells was almost equal to the number of *Bgn* KO cells but in the progression to osteoblast clusters 3 and 4 the number of *Bgn* KO cells dramatically decreased. In particular, osteoblast cluster 4 was comprised primarily of WT cells (88%) versus *Bgn* KO cells, which represented a minor fraction (12%) (Figures 1D–E; Supplementary Figure S2). 

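The 4 osteoblast populations went apart. Cells matched to osteoblasts 1, led by Mfap5, Akap12, Fst and Clec3b, were 6.77% ± 0.467 of WT and 7.25% ± 0.680 of Bgn KO cells (SD, n = 2 libraries), with 48.2% of them from WT, and did not pass the test (log2 fold change 0.10, standard error 0.16, adjusted p = 0.64 from edgeR's quasi-likelihood test). Osteoblasts 2, led by Ly6a and Sema3c, were 1.33% ± 0.0148 and 1.18% ± 0.148, with 52.8% from WT (adjusted p = 0.66). Osteoblasts 3, led by the matrix genes Lum, Dcn and Col1a2, fell from 7.61% ± 0.00311 of WT cells to 2.70% ± 0.194 of Bgn KO cells (log2 fold change -1.49, standard error 0.18, adjusted p = 7.0e-08), and 73.3% of these cells were WT. Osteoblasts 4 fell further, with a log2 fold change of -2.59 (standard error 0.18, adjusted p = 1.2e-12). The fold of osteoblasts 1 was 0.69 without Harmony, which passed the test, and -0.21 at the resolution of 0.8, and that of osteoblasts 2 was -1.19 at this resolution, which passed, and 0.38 without Harmony. Clustered with 20 dimensions in place of 30, all 4 populations were found again, whereas without Harmony, at the resolution of 0.8 or with doublets left out no cluster matched osteoblasts 3.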

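Cells matched to osteoblasts 4 numbered 885 and 1050 in the WT libraries and 178 and 147 in the Bgn KO libraries, 13.3% ± 1.62 of WT and 2.21% ± 0.638 of Bgn KO cells (SD, n = 2 libraries), so that 85.6% of them were WT and 14.4% Bgn KO. They were the clusters 6 and 12, which expressed genes of the dermis, and of which 87.1% and 83.3% of the cells were WT. Of 13 dermal fibroblast markers, 8 were at least 2-fold higher in cluster 6 than in all other cells in every library (Twist2, Crabp1, Apcdd1, Lef1, Dkk1, Trps1, Egfl6 and Col7a1), and 5 in cluster 12. For this bound 10 CPM were added to both levels, which holds scarce genes back. Of 15 osteoblast markers, 1, the transcription factor gene Runx2, met this bound in cluster 6 and none in cluster 12. Summed over all cells of a library, Twist2, a repressor of bone and muscle differentiation in mesenchyme, fell from 149 ± 13.9 to 27.7 ± 6.204 CPM (log2 fold change -2.44, standard error 0.14, adjusted p = 7.8e-05 from edgeR's quasi-likelihood test), and Apcdd1, an inhibitor of Wnt signalling, from 49.9 to 11.2 CPM (adjusted p = 2.0e-04). Keratinocyte-like cells moved with them, from 1.48% ± 0.814 of WT to 0.178% ± 0.103 of Bgn KO cells (log2 fold change -2.99, standard error 0.58, adjusted p = 8.9e-04, not passed with TMM over the classes, adjusted p = 0.051, or without Bgn KO replicate 1 or replicate 2, adjusted p = 0.197 and 0.202, range over the alternatives 2.2e-04 to 0.51, and a log2 fold change of 0.22 when clustered with 20 dimensions). The epidermal keratin genes Krt14, Krt5 and Krt15 had log2 fold changes of -6.09, -6.00 and -5.66 in the sums over all cells. In the cell-free droplets, keratinocyte markers took 6.39 ± 4.63 of 10000 UMIs in WT and 0.813 ± 0.230 in Bgn KO, and dermal fibroblast markers 8.47 ± 0.00206 in WT and 3.77 ± 0.194 in Bgn KO.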

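Beyond cartilage and the populations matched to osteoblasts, cells of muscle and of its connective tissue made up more of the Bgn KO libraries. Satellite-like cells rose from 4.26% ± 0.171 to 10.3% ± 0.124 (SD, n = 2 libraries; log2 fold change 1.27, standard error 0.16, adjusted p = 5.3e-05 from edgeR's quasi-likelihood test), muscle fibre-like cells from 2.67% ± 0.0852 to 5.77% ± 0.603 (adjusted p = 8.9e-04) and muscle connective fibroblast-like cells from 12.4% ± 0.706 to 20.4% ± 1.51 (adjusted p = 3.6e-04). The last of these was lost with TMM over the classes and without Bgn KO replicate 1 or replicate 2 (adjusted p = 0.090, 0.069 and 0.053, range over the alternatives 2.0e-04 to 0.090). Neutrophil-like cells, of the innate immune system, rose from 0.249% ± 0.122 to 1.01% ± 0.329 (log2 fold change 1.98, standard error 0.51, adjusted p = 0.0058), a call lost without WT replicate 1, Bgn KO replicate 1 or Bgn KO replicate 2 (adjusted p = 0.055, 0.14 and 0.22, range over the alternatives 1.2e-04 to 0.22). In the sums over all cells the gene sets of these cells went the same way. All 7 satellite cell markers and all 12 muscle fibre markers were higher in Bgn KO, and likewise adjusted over the list alone (adjusted p = 0.25 and 0.37 with an estimated correlation), as were the 8 neutrophil markers (adjusted p = 0.25 with an estimated correlation). Among them Myf5, a regulator of the muscle lineage, rose from 3.95 to 16.7 CPM, Ckm, the creatine kinase of muscle, from 2.57 to 27.4 CPM and S100a9, a calcium-binding protein of neutrophils, from 124 to 515 CPM. Shares of a library add up to a whole, so that a rise of one class lowers the others. With TMM over the classes, 4 of the 18 classes passed the test (satellite, muscle fibre and neutrophil-like cells higher, dermal fibroblast-like cells lower) in place of 9 (4 higher, 5 lower). Without Bgn KO replicate 1 or Bgn KO replicate 2, 4 classes passed.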

Since the total number of cells that was analyzed equally represent both genotypes, the differences in specific cluster distribution most likely reflect the effect of *Bgn* deficiency on cell differentiation. To identify the differences between the 4 osteoblast clusters, enrichment analysis of biological pathways was performed on the differentially expressed genes. While the cells in all osteoblast clusters expressed genes that are involved in the ECM organization and the skeletal system development pathways, the genes specifically associated with the ossification pathway were highly expressed in osteoblast clusters 3 and 4, and genes associated with the osteoblast differentiation pathway were only found in osteoblast cluster 4 (Figure 1F). 

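Gene lists of the 4 pathways were compared between the osteoblast clusters as the number of members at least 2-fold higher than in all other cells in every library. With 10 CPM added to both levels before the ratio, scarce genes meet this bound less easily. Of 29 genes of extracellular matrix organization, cells matched to osteoblasts 1 (cluster 1) had 2, Fbn1 and Postn, those matched to osteoblasts 2 (cluster 25) 16, and those matched to osteoblasts 3 (cluster 4) 7, among them the collagen genes Col1a1, Col3a1 and Col5a1 and Lox, which crosslinks collagen. In osteoblasts 4, cluster 6 had 3 (Col6a1, Col6a2 and P4ha2) and cluster 12 none. Of 26 genes of skeletal system development, 0 met the bound in osteoblasts 1, 1 in osteoblasts 2 (Bmp7), 1 in osteoblasts 3 (Twist1), and 6 and 3 in the clusters of osteoblasts 4, with Runx2, Twist1, Bmp4, Fgfr1, Fgfr2 and Pth1r in cluster 6. Of 25 ossification genes there were 0 in osteoblasts 1, 2 each in osteoblasts 2 and 3 (Col1a1 and Sparc), 3 in cluster 6 (Runx2, Pth1r and Bmp4) and 1 in cluster 12. Of 22 genes of osteoblast differentiation there were 0 in osteoblasts 1 and 2, 1 in osteoblasts 3, 4 in cluster 6 (Runx2, Bmp4, Fgfr2 and Twist1) and 2 in cluster 12. Genes of Wnt signalling, which guides the growth of both bone and skin, were most frequent in cluster 6, with 11 of 21, among them Axin2, Lef1, Tcf7 and Dkk1. The chondrocyte-like cluster 28 had 13 of the ossification genes and 4 of the osteoblast differentiation genes, including Sp7 and Dlx5. These counts describe the clusters, whose own genes set them apart, and were not tested.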

To further investigate the relationship between the osteoblast clusters, we analyzed their differentiation progress along a pseudotime trajectory using monocle3 (Qiu et al., 2017). The pseudotime trajectory was tested for the four osteoblast clusters, together with the skeletal progenitor cells, that were defined as the trajectory root. 

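A diffusion pseudotime, a distance along the graph of like cells, was computed over the 8143 cells matched to osteoblasts 1 to 4 and to skeletal progenitors, with the root in the skeletal progenitors. Cells of osteoblasts 1 followed the progenitors most closely, with a median of 0.0994 ± 0.000847 against 0.0363 ± 0.00247 in the progenitors (SD over the 4 libraries). Osteoblasts 3 came next at 0.219 ± 0.0189 and osteoblasts 2 at 0.261 ± 0.00599. Osteoblasts 4, the clusters with Twist2 and Crabp1, lay farthest from the root at 0.644 ± 0.0187. In the WT cells alone osteoblasts 3 had a median of 0.231 and osteoblasts 2 of 0.259, and in the Bgn KO cells 0.201 and 0.266. The distance of osteoblasts 3 from osteoblasts 2 was small without Harmony, at 0.292 and 0.297, where the medians of osteoblasts 3 in single libraries ran from 0.163 to 0.385. The medians are descriptive, carry no test, and read the RNA that droplets share. Monocle3 was not run here, and a diffusion pseudotime orders cells without placing branch points.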

The global gene expression changes, enabled the detection of a single branching point leading the cell fate towards osteoblasts 3 and osteoblasts 4 (Supplementary Figures S1C, D), suggesting these clusters differentiate later than osteoblast cluster 2.

**FIGURE 1:**
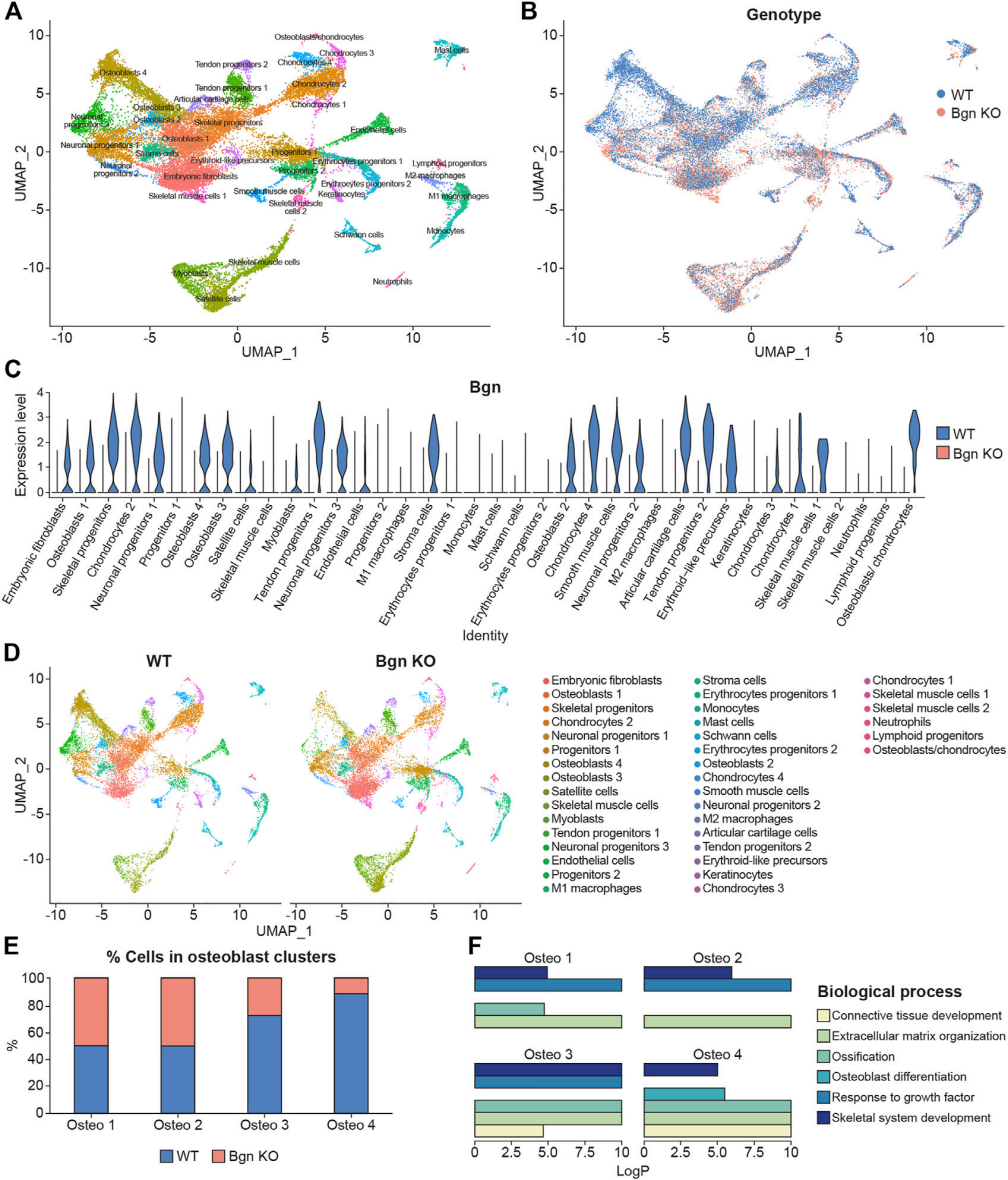
Single-cell sequencing of mouse embryonic bones shows Bgn is important for osteoblast differentiation. **(A)** UMAP visualization of transcriptional clusters derived from WT and *Bgn* KO cells (E16.5). Each point represents a single cell, colored according to cell type. The cells were clustered into 38 distinct types, which were defined according to their unique transcriptomes. See also Supplementary Table S1. **(B)** UMAP visualization of the cells, colored according to their genotype origin. See also Supplementary Figure S1A. **(C)** Violin-plot comparison of *Bgn* gene expression in the different clusters, split according to their genotype origin. See also Supplementary Figure S1B. **(D)** UMAP visualization of the 38 clusters, WT compared with *Bgn* KO cells. See also Supplementary Figure S2. **(E)** The percentage of WT and *Bgn* KO cells that populate the osteoblast clusters. **(F)** GO analysis of the genes in the different osteoblast clusters.

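Few osteoblast markers stood out in the clusters matched to osteoblasts, and more did in a chondrocyte-like cluster. Of the osteoblast markers, which run from the early transcription factors Runx2 and Sp7 to the mineral proteins Ibsp, Bglap and Spp1, none was at least 2-fold higher than in all other cells in the clusters of osteoblasts 1, 2 and 3, and in those of osteoblasts 4 only Runx2 was, in cluster 6. In cluster 28, matched to chondrocytes 3, 8 met this bound in every library (Runx2, Sp7, Alpl, Ibsp, Spp1, Ifitm5, Dlx5 and Omd), beside 15 of the 16 chondrocyte markers and all 6 markers of hypertrophic cartilage, such as Col10a1 and Ihh. The cells matched to osteoblasts 1 instead carried 5 of 10 markers of loose connective tissue (Cd34, Mfap5, Clec3b, Igfbp6 and Cd248) and 5 of 10 of perichondrium, and those matched to osteoblasts 2 all 10 of loose connective tissue. In the skeletal progenitors, cluster 2, 8 of the 10 perichondrium markers met the bound. Free RNA of abundant genes is present in cells of all clusters, and a bound on the fold against all other cells leaves out genes that several clusters share. The 10 CPM added before this fold also hold back scarce genes.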

Taken together these data suggest that the differentiation and maturation levels of the osteoblasts are more advanced as they progress from osteoblast cluster 1 to osteoblast cluster 4. 

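Cells matched to embryonic fibroblasts, led by Vcan, Igf1 and Smoc2, rose from 9.15% ± 0.516 of WT to 17.0% ± 1.28 of Bgn KO cells (SD, n = 2 libraries; log2 fold change 0.89, standard error 0.13, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test). Perichondrium and skeletal progenitor-like cells fell from 7.63% ± 1.04 to 4.93% ± 0.737 (log2 fold change -0.63, standard error 0.19, adjusted p = 0.013), a call lost with TMM, without Harmony, at the resolution of 0.8 and with a library left out (without WT replicate 2, Bgn KO replicate 1 or Bgn KO replicate 2, adjusted p = 0.21, 0.14 and 0.22, range over the alternatives 0.0069 to 0.49). Of the 10 markers of this class 4 were higher and 3 lower in the sums over all cells (the same adjusted over the list alone, adjusted p = 0.61 with an estimated correlation), and in the cell-free droplets the markers took 18.8 ± 2.72 of 10000 UMIs in WT and 24.45 ± 2.58 in Bgn KO. In sums over all cells, 5040 of 16846 genes differed between the genotypes, 2617 higher and 2423 lower in Bgn KO. Of 14 measured osteoblast markers, 8 were higher and 1 was lower in Bgn KO (the same adjusted over the list alone), with a median log2 fold change of 0.73 (adjusted p = 0.25 with an estimated correlation). Ibsp, a mineral-binding protein of bone, rose from 4.86 ± 1.46 to 115 ± 7.10 CPM (log2 fold change 4.604, standard error 0.15, adjusted p = 1.3e-05), Spp1, or osteopontin, from 37.1 ± 19.3 to 149.9 ± 8.42 CPM (2.04, standard error 0.29, adjusted p = 0.0023) and Ifitm5, a membrane protein of bone-forming cells, from 2.798 to 10.6 CPM (1.91). Of 23 ossification genes, 11 were higher and 3 lower (12 and 3 adjusted over the list alone), and of 29 genes of extracellular matrix organization 22 were higher and 2 lower (22 and 3 adjusted over the list alone), Col1a1 among the higher at 3576 CPM in WT and 5637 CPM in Bgn KO. Skeletal system development went the other way, with 15 of 26 genes lower and 2 higher (17 lower and 2 higher adjusted over the list alone), as did Wnt signalling with 14 of 21 lower and 2 higher, Axin2 falling from 21.4 to 4.65 CPM. All 12 keratinocyte markers and 9 of 13 dermal fibroblast markers were lower (12 and 10 adjusted over the list alone), and muscle and neutrophil markers were higher, in the same libraries. The adjusted p with an estimated correlation was 0.25 or higher for each of these lists. In the cell-free droplets, osteoblast markers took 0.678 ± 0.0128 of 10000 UMIs in WT and 3.46 ± 0.3995 in Bgn KO, and chondrocyte markers 48.1 ± 0.637 and 23.1 ± 5.08. The paper starts from the near-equal numbers of cells per genotype and proposes that unequal shares within clusters reflect an effect of Bgn deficiency on differentiation. It proposes a rising maturity from osteoblasts 1 to osteoblasts 4 from their pathways and pseudotime, and reads the smaller share of Bgn KO cells in the later clusters on that scale.

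**Figure D1:**
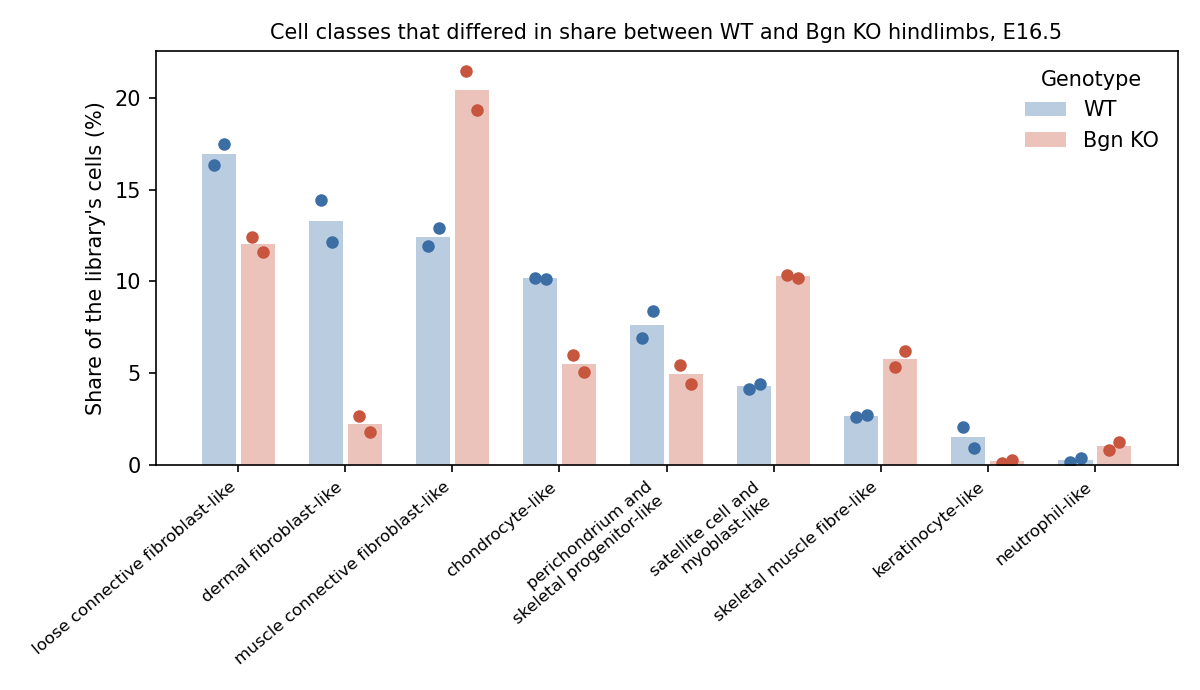
Share of the kept cells of a library, in percent, for the 9 marker classes whose share differed between WT and Bgn KO hindlimbs at E16.5. Each dot is a library and each bar the mean of 2 libraries. The dots of dermal fibroblast-like cells lie at 12.1% and 14.4% in WT and at 1.76% and 2.66% in Bgn KO.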

Cells from embryonic *Bgn* KO bone have less mature osteoblasts, less chondrocytes and more immature embryonic fibroblast cells (Figure 1D; Supplementary Figure S2), suggesting that Bgn is needed for early stages of bone development starting from the origin of the cells that generate the bone.

### Biglycan is needed for the structural integrity and the hardness of bone

To understand how the changes we found in the scRNA seq of embryonic bones could affect skeletal development, µCT was performed on mature 6 week-old mice.

Our data showed that there was a reduction in cortical thickness and trabecular number, and an increase in trabecular spacing and bone mineral content (BMC) in *Bgn* KO mice compared with WT mice (Figures 2A, B). Since 90% of the organic ECM of bone is collagen type I, second harmonic generation (SHG) microscopy was used to visualize and quantify the structural integrity of the collagen fibers in the *Bgn*-deficient bones. High collagen signature, as indicated by a consistently high even SHG intensity, with minor spacing between the collagen fibers was observed in the femurs of WT mice, whereas *Bgn* KO femurs showed significantly less of a collagen signature and more spacing between the fibers (Figures 2C, D). To understand how these molecular structural changes were affecting bone hardness, we assessed the strength of the bone by micro-indentation and found a reduction in the hardness of the *Bgn* KO bones compared with WT (Figure 2E). These results correlate with previous observations by Wallace et al. (2006) who used a 4-point bending test to demonstrate a reduction in the bone strength in Bgn KO bones compared to WT. Taken together, our findings show that in the absence of Bgn, compromised bone formation occurs that, ultimately, appears to affect collagen integrity, and subsequently biomechanical phenotype.

**FIGURE 2:**
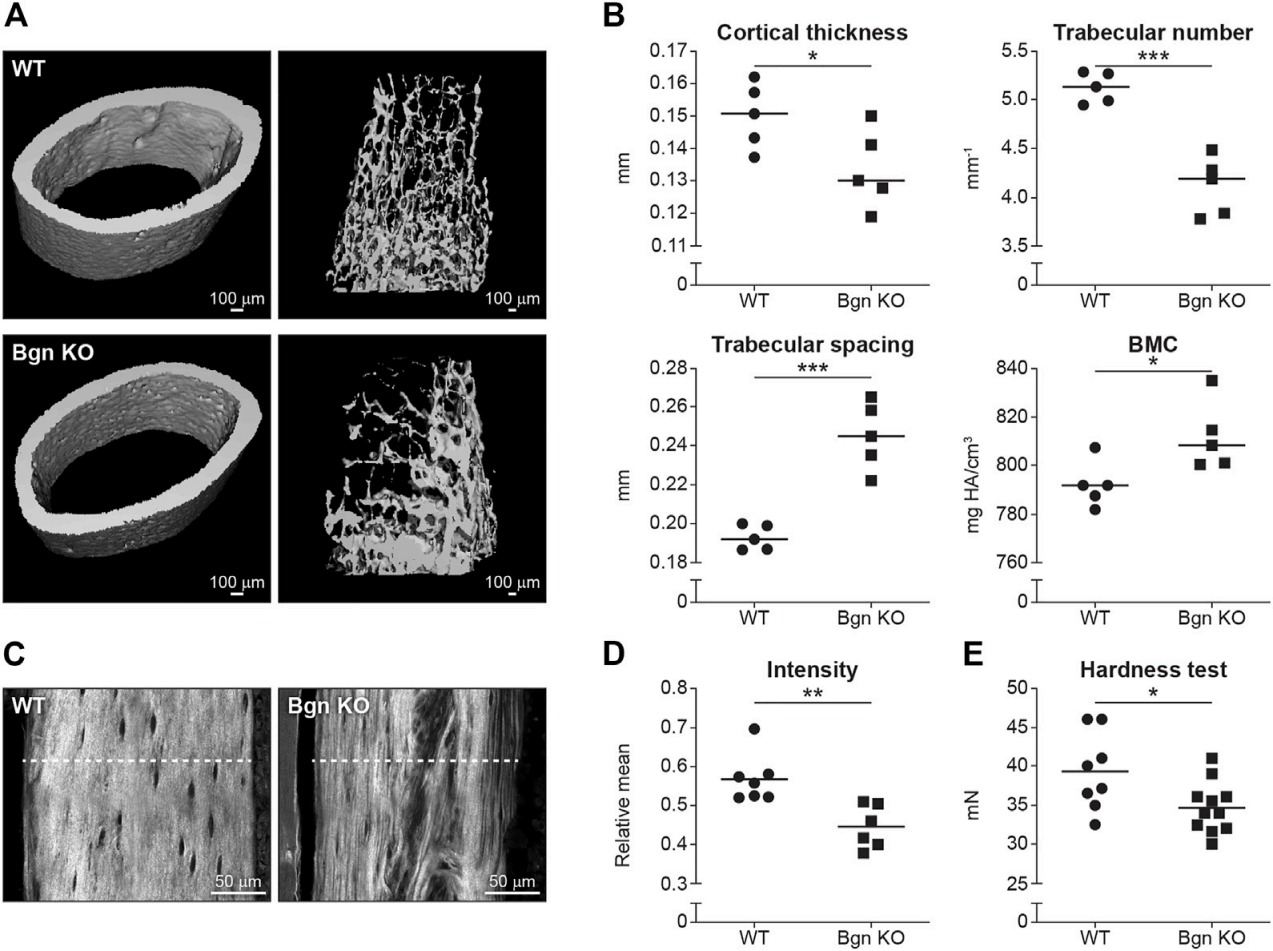
Bgn is needed for the structural integrity and the strength of bone. **(A)** 3D µCT reconstruction of femoral mid-diaphyseal cortical bone and the distal femoral metaphyseal bone from WT and *Bgn* KO mice (6 week-old), representative images. **(B)** Quantitative µCT analysis of cortical thickness, trabecular number, trabecular spacing, and Bone Mineral Content (BMC) (*n* = 5 per group). **(C)** Second harmonic generation (SHG) representative images of the collagen fibers in WT and *Bgn* KO femurs (6 week-old). **(D)** Quantitative SHG analysis of Type I collagen intensity. (*n* = 6/7 per group). **(E)** Micro indentation analysis of hardness of the femurs of WT and *Bgn* KO 6 week-old mice. (*n* = 8/11 per group).

#### Lack of biglycan impairs bone healing

Considering bone defects were discovered in the mature bones of *Bgn* KO mice, we wanted to examine the skeletal remodeling process under the challenge of induced bone fracture. Bone healing involves a complex sequence of physiological events, starting with an inflammatory response at the fracture site, followed by activation and proliferation of skeletal stem cells in the periosteum and in the bone marrow. In the first phase of inflammation, inflammatory chemokines and cytokines are secreted to recruit inflammatory cells. Migration of macrophages into the fracture area has a major impact on the long term outcome of bone healing (Schlundt et al., 2018). Schaefer et al. (2005) previously showed in a sepsis model that Bgn, upon release from the ECM or from macrophages, acts as a proinflammatory factor and can boost inflammation by signaling through toll-like receptor (TLR) 2 and TLR4, which mediate the innate immunity.

To evaluate the onset of inflammation as a result of the injury, serum was obtained from peripheral blood 24 h after fracture. We analyzed the systemic inflammatory cytokine secretion and found a reduction in monocyte chemoattractant protein 1 (MCP-1) and IL-6 secretion in *Bgn* KO mice (Figure 3A). MCP-1 is a chemokine that regulates macrophage infiltration and is highly expressed in the periosteum in response to fracture. To understand how MCP-1 reduction impacts macrophage infiltration, fractured bones were collected 1–3 days after fracture and stained for different macrophage markers. Significant reduction in macrophage infiltration around the fracture site was found in *Bgn* KO compared with WT mice. Lower numbers of both F4/80^+^ and iNOS^+^ M1 macrophages were observed as early as 1 day after fracture. While Ym1^+^ M2-like macrophages were also reduced in *Bgn* KO compared with WT mice, this was not significant until 2 days after injury (Figure 3B; Supplementary Figure S3). RNAseq analysis of the bones 3 days after fracture showed enhanced expression of inflammatory suppressor cytokines, such as IL-10 and SOCS3, in the *Bgn* KO (Figure 3C).

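RNA of femoral shafts was sequenced from male WT and Bgn KO mice, from intact control femurs and from femurs 3 days after an open stabilized fracture, with 6 libraries in each of the 4 groups. The shafts were frozen and pulverised, so that bone, marrow, periosteum and any muscle left on the bone were sequenced together, from a library kit that does not keep the strand. The authors merged the runs of a library, aligned the reads with STAR 2.5.2a to the GRCm38 genome and deposited read counts per gene. Their filtered table leaves out genes with at most 5 reads in every library and holds 19258 genes. The reads counted per library ranged from 9360268 to 11571677 in WT control femurs (median 10714362.5), from 6214665 to 11376854 after fracture in WT (median 10901606.5), from 9450410 to 11193150 in Bgn KO control femurs (median 10246024) and from 7403187 to 12738740 after fracture in Bgn KO (median 10993915). Counts were scaled with TMM, and all 4 groups were fitted in 1 model of edgeR's quasi-likelihood test, which also gave the interaction, that is the fracture response of Bgn KO against that of WT. Bgn and the neomycin cassette, which the deposited table counts as a row of its own, checked the labels. Bgn had 1149 to 5597 reads in WT control and 5981 to 21793 in WT fracture libraries, against 69 to 117 and 135 to 468 in the Bgn KO groups, and the cassette had 0 reads in every WT library and 43 to 327 in every Bgn KO library. The labels of Bgn KO control replicate 1 give both genotypes, and this library was kept as Bgn KO, the group in which the paper counts 6. It had 69 Bgn reads and 182 reads of the cassette. WT control replicate 6 and Bgn KO control replicate 5 had TMM factors of 0.803 and 0.704 and 23.1% and 25.6% of their reads in their 20 most abundant genes, and WT fracture replicate 3 had the fewest reads, so counts of changed genes were also made without these 3 libraries. The paper's text does not say whether control and fractured femurs came from the same mice, and the labels do not name single mice, so the p-values measure the spread between these libraries.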

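Il10, an anti-inflammatory cytokine, and Socs3, an inhibitor of cytokine signalling, were both higher after fracture than before it in Bgn KO femurs, while neither passed the test between the genotypes after fracture. Il10 (ENSMUSG00000016529, chromosome 1 of GRCm38 from 131019845 to 131024974) rose from 0.144 ± 0.104 to 0.686 ± 0.280 CPM in Bgn KO (SD, n = 6; log2 fold change 2.14, standard error 0.50, adjusted p = 0.0012 from edgeR's quasi-likelihood test), from 9 to 42 reads over the 6 libraries, a ratio of 4.58 with a counting interval of 2.197 to 10.7. In WT it was 0.674 ± 0.304 CPM before and 0.653 ± 0.309 CPM after fracture (log2 fold change -0.03, standard error 0.42, adjusted p = 0.98). The control femurs differed in Il10 (log2 fold change -2.12 in Bgn KO against WT, standard error 0.50, adjusted p = 0.032, range over the alternatives 0.021 to 0.144), a call that 5 of the 7 alternatives lost, and the fractured femurs did not pass (0.05, standard error 0.42, adjusted p = 1.00). Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) rose in both genotypes, from 3.61 ± 0.621 to 10.2 ± 0.962 CPM in WT (log2 fold change 1.49, adjusted p = 5.8e-06) and from 3.58 ± 1.18 to 14.7 ± 6.201 CPM in Bgn KO (2.03, adjusted p = 8.1e-08), and after fracture the genotypes differed by 0.54 (standard error 0.21, adjusted p = 0.33). The fracture response itself differed between the genotypes by 2.17 on the log2 scale for Il10 (standard error 0.66, unadjusted p = 0.0028, adjusted p = 0.47) and by 0.54 for Socs3 (standard error 0.31, adjusted p = 0.80), and neither passed. No gene passed the test of the interaction in edgeR, where 1314 had an unadjusted p under 0.05. limma-voom gave 0 (1267 unadjusted) and DESeq2 gave 16 (1421 unadjusted). Fracture changed 8321 genes in WT (4410 higher, 3911 lower) and 8035 in Bgn KO (4190 higher, 3845 lower). Of the 11 inflammatory genes named in Fig. 3C, 9 rose in WT and all 11 in Bgn KO. They were chosen by the study on these libraries, so the counts are not independent evidence. The chemokine gene Ccl2 rose from 7.60 ± 5.96 to 46.9 ± 16.5 CPM in WT and from 6.102 ± 2.299 to 64.2 ± 32.6 CPM in Bgn KO (log2 fold changes 2.62 and 3.39), and Ccl7, another attractant of monocytes, by 3.99 and 5.48 on the log2 scale. Cxcl2, a neutrophil attractant, went from 1 to 37 reads over the WT libraries (ratio 37.6, counting interval 6.34 to 1523) and from 6 to 27 in Bgn KO (ratio 4.42, counting interval 1.79 to 13.1), and its rise in Bgn KO (adjusted p = 0.045, range over the alternatives 0.025 to 0.088) was lost under 5 alternatives. Of 21 inflammation suppressors, 8 rose and 2 fell in WT, and 9 rose and 1 fell in Bgn KO (the same numbers adjusted over the list alone, adjusted p = 0.066 and 0.029 with an estimated correlation). Among the Fig. 3C suppressors Cd200, which restrains myeloid cells, rose by 2.15 in WT and 1.53 in Bgn KO on the log2 scale, and Tnfaip6, a hyaluronan-binding protein of inflamed tissue, by 2.39 and 2.16. Of 25 proinflammatory cytokines and chemokines, 14 rose and 4 fell in WT and 14 rose and 3 fell in Bgn KO (15 and 4, and 14 and 3, adjusted over the list alone; adjusted p = 0.15 and 0.13 with an estimated correlation). Markers of other tissues moved with them. All 15 skeletal muscle genes rose and all 11 erythroid genes fell in both genotypes, adjusted over the list alone too (for muscle, adjusted p = 0.12 in both with an estimated correlation), with Ckm, the creatine kinase of muscle, at 32.2 CPM before and 674 CPM after fracture in WT and 165 and 1472 CPM in Bgn KO. The paper states that expression of inflammatory suppressor cytokines was enhanced in the Bgn KO.

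**Figure D2:**
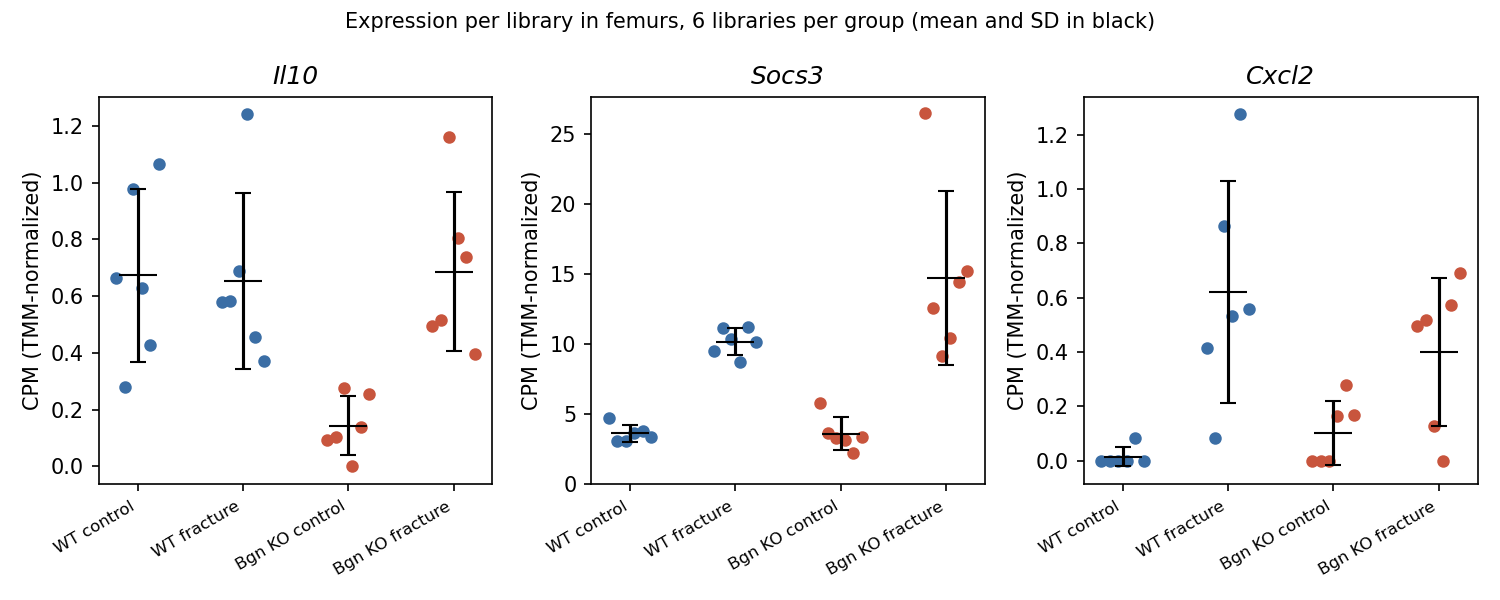
CPM of Il10, Socs3 and Cxcl2 in femurs before and 3 days after fracture. Each dot is 1 of 6 libraries per group, and the black marks are the mean and the SD. Il10 lies lowest in Bgn KO control femurs, at a mean of 0.144 CPM, and Socs3 is higher after fracture in both genotypes.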

**FIGURE 3:**
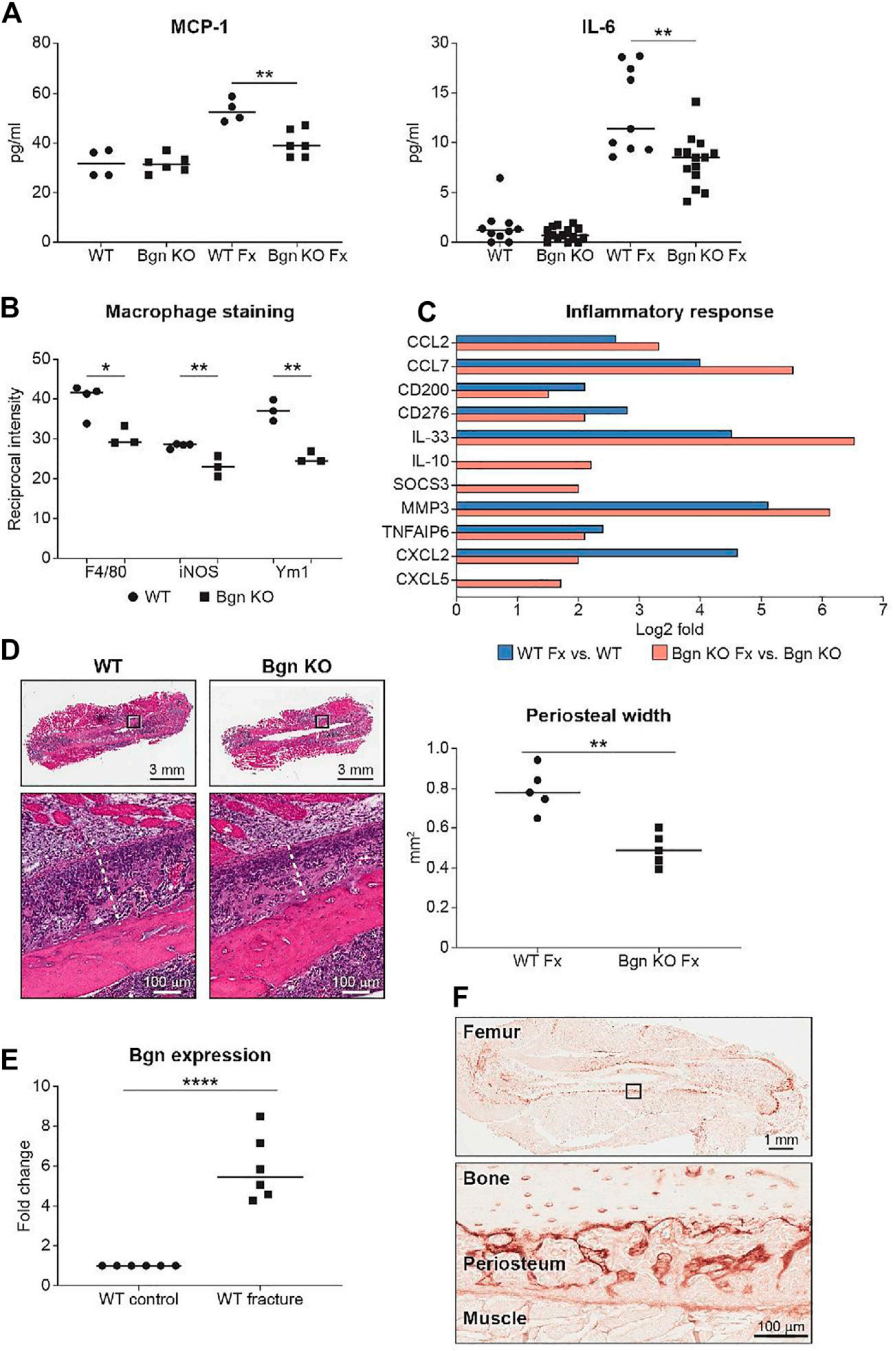
Bgn is needed for the inflammatory response after fracture. **(A)** Analysis of systemic cytokine secretion 24 h after fracture (Fx—Fracture). (For MCP-1, *n* = 4/6 per group; for IL-6, *n* = 10/14 per group) **(B)** Quantification of immunostaining for F4/80, iNOS and Ym1 around the fracture site 72 h after fracture (*n* = 3 per group). See also Supplementary Figure S3. **(C)** GO analysis of RNAseq data for genes involved in the inflammatory response before and 72 h after fracture (*n* = 6 per group). **(D)** Representative images and quantification of periosteal width 72 h after fracture (*n* = 5 per group). **(E)** Real-time PCR analysis of *Bgn* gene expression in WT bones before and 3 days after fracture (*n* = 6 per group). **(F)** Immunohistochemistry of Bgn in the periosteum 72 h after fracture, representative images (*n* = 5 per group).

Since the role of the inflammation is to trigger the activation and proliferation of periosteal progenitors, we next measured the size of the periosteum 3 days after fracture and found that the periosteum of *Bgn* KO mice didn’t expand to the same extent as the WT after fracture (Figure 3D). 

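In the RNA sequencing of WT femurs, a measure apart from the real-time PCR, Bgn rose from 304 ± 123 CPM before fracture to 1512 ± 298 CPM 3 days after it (SD, n = 6 libraries), a log2 fold change of 2.31 (standard error 0.25, adjusted p = 4.8e-08 from edgeR's quasi-likelihood test), and no fractured femur overlapped a control femur. Genes of the same matrix rose with it. Of 13 small leucine-rich proteoglycans, the family of Bgn, 12 were higher and none was lower after fracture in WT (13 higher adjusted over the list alone, adjusted p = 0.0050 with an estimated correlation). Of 17 markers of periosteal progenitors, 15 were higher and 1 was lower (the same adjusted over the list alone, adjusted p = 0.0019 with an estimated correlation), with Postn, a matrix protein named after the periosteum, at 22.2 CPM before and 227 CPM after fracture (log2 fold change 3.35, standard error 0.30, adjusted p = 2.2e-09). Of 29 genes of extracellular matrix organization all were higher, among them the collagen gene Col6a1, at 15.2 and 176 CPM. All 15 skeletal muscle genes were higher and all 11 erythroid genes lower in the same libraries. The muscle list did not pass with an estimated correlation. Whole shafts were sequenced, so these values do not place the transcript in the periosteum.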

The periosteum has a crucial role in bone regeneration and therefore we wanted to determine whether the expanding PDCs express Bgn. mRNA analysis and immunohistochemistry showed that in response to fracture, Bgn expression is upregulated in the bone, particularly in the enlarging periosteum (Figures 3E, F). Since the rapid periosteal expansion leads to callus formation around the fracture site, we measured the callus formation 1, 2 and 8 weeks after fracture. In the earlier time point of 1 week after fracture, there were no significant differences in callus total volume, BV/TV, trabecular number and callus cross section between *Bgn* KO and WT mice (Supplementary Figure S4). However, 2 weeks post fracture, when the full callus is formed, we found that fractured bones from *Bgn* KO mice formed a smaller callus compared with WT mice (Figures 4A–D). µCT analysis demonstrated lower total callus volume and callus cross section area in *Bgn* KO fractured bones, whereas BV/TV and the trabecular number were higher (Figure 4B). In addition, massive cartilage tissue was observed in the WT callus compared with that from *Bgn* KO, as shown by both H&E staining (Figure 4C) and SHG imaging (Figure 4D), suggesting an impaired cartilage phase in the *Bgn* KO mice at this time point compared with the WT. These results concur with cartilage specific aggrecan (ACAN) staining we previously published (Berendsen et al., 2014). The amount of TRAP staining in the callus was not significantly different between WT and *Bgn* KO bones 2 weeks after fracture (data not shown) indicating that the smaller callus in the KO bones isn’t due to higher bone resorption. By week 8, most of the callus formed in the *Bgn* KO fractured bones was resorbed and the bone had prematurely remodeled into mature bone (Figures 4E–H). µCT analysis 8 weeks post fracture showed there was higher BV/TV and trabecular number in the callus of the fractured WT bones compared with *Bgn* KO bones with no significant differences in the callus total volume and cross section area (Figure 4F). Furthermore, analysis of the newly formed bone by both H&E staining and SHG imaging (Figures 4G, H respectively) showed that WT bones developed more uniform and mature collagen fibril-like structures compared with the healing *Bgn* KO bone. Analyzing the SHG images of 8 weeks post fracture bones, revealed that both the collagen fiber length and width were higher in the regenerated *Bgn* KO bones, whereas no differences were found in collagen fiber number (Supplementary Figure S5A). When we analyzed WT and *Bgn* KO in un-fractured bones, there were no differences in the number, length and width of the collagen fibers (Supplementary Figure S5B), however the collagen fiber orientation wasn’t normal. A closer look at irregular regions of Bgn KO bones using second harmonic microscopy, showed significant changes in the structure, that may have an overall impact on bone function (Figures 2C, D). We take these observations to indicate that the small callus formed by the *Bgn* KO arises from an abnormal progression of the healing process that results in bone with inferior structure.

**FIGURE 4:**
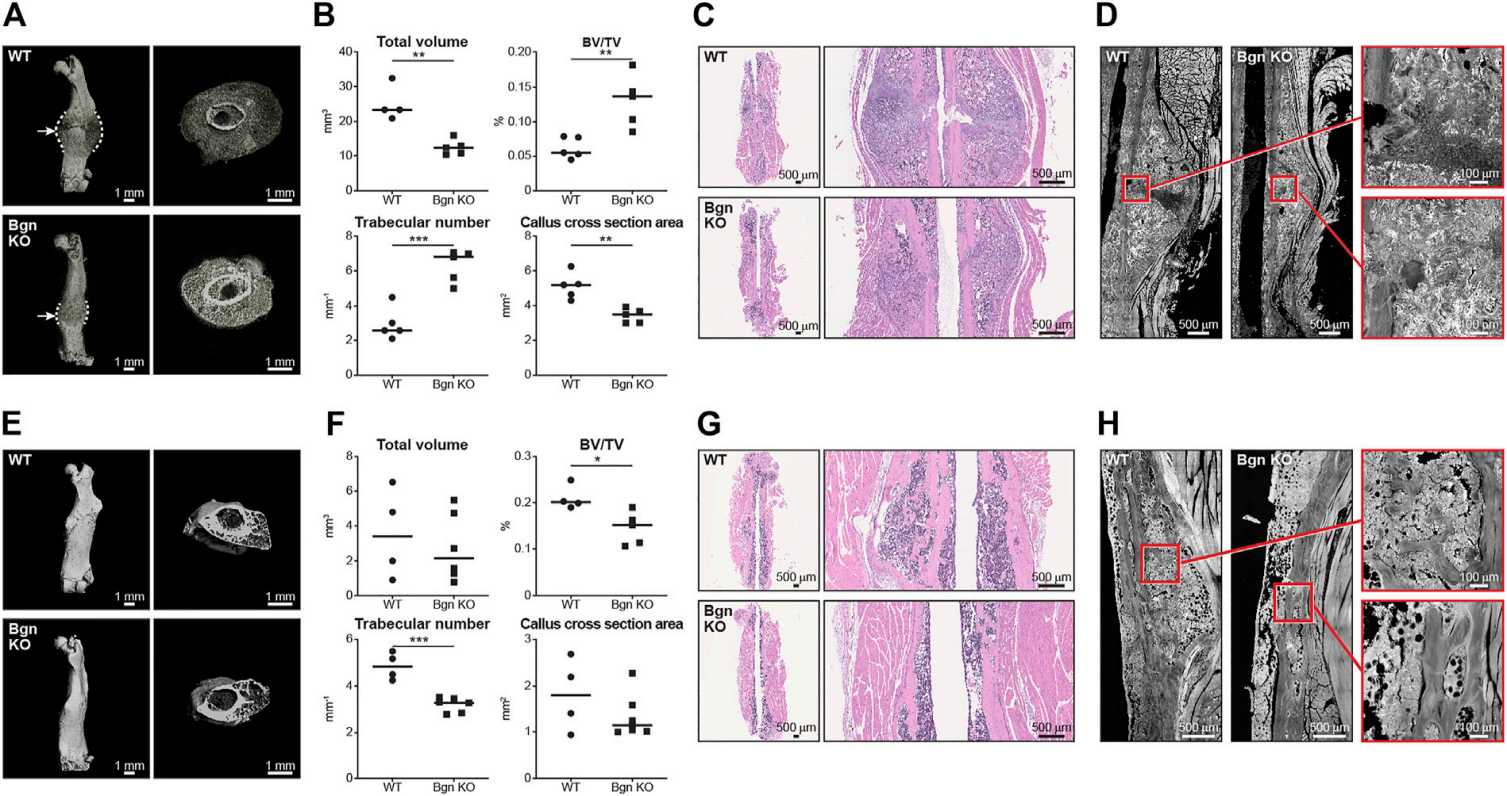
Lack of Bgn impairs bone healing after fracture. **(A)** 3D µCT reconstruction of femoral bone and cross section of the callus 2 weeks after fracture, representative images. Dashed lines mark the callus borders. Arrows marks the fracture site. **(B)** Quantitative µCT analysis of callus total volume, BV/TV, trabecular number and callus cross section area 2 weeks after fracture (n = 5 per group). **(C)** H&E staining of the callus area 2 weeks after fracture, representative images (*n* = 5 per group). **(D)** SHG representative images of healing bone 2 weeks after fracture (*n* = 5 per group). **(E)** 3D µCT reconstruction of femoral bone and cross section of the callus 8 weeks after fracture, representative images. **(F)** Quantitative µCT analysis of callus total volume, BV/TV, trabecular number and callus cross section area 8 weeks after fracture (*n* = 4/5 per group). **(G)** H&E staining of the callus area 8 weeks after fracture, representative images (*n* = 4/5 per group). **(H)** SHG representative images of the newly regenerated bone 8 weeks after fracture (*n* = 4/5 per group).

#### Bgn affects cartilage and bone differentiation in 3D culture system

Since PDCs have an important role in the healing process, we decided to study their activity using a 3D culture system in order to more closely mimic the native environment of the cells.

The 3D RAFT™ cell culture is based on rat tail collagen type I, where the cells and the collagen are mixed together to form a 100 µ thick hydrogel disc, in the size of a well in a 96 well plate. After isolation, PDCs from WT and *Bgn* KO mice were allowed to proliferate within the 3D culture system and either maintained with standard culture medium or induced towards osteogenic differentiation for 2 weeks. Analysis of the control (un-differentiated) 3D scaffolds with scanning electron microscopy (SEM) showed discrete differences between the ECM secreted by WT and *Bgn* KO PDCs (Figure 5A). H&E staining of the WT control 3D cultures surprisingly showed some chondrocyte clusters, a finding which was confirmed by aggrecan (ACAN) immunostaining. Neither chondrocytes nor aggrecan staining was detected in *Bgn* KO control 3D structures (Figures 5B, C; Supplementary Figure S6A). Upon osteogenic differentiation in the 3D culture system, WT PDCs seemed to undergo endochondral ossification by secreting ACAN and forming cartilage structures that were incorporated into the matrix (Figures 5D–F; Supplementary Figure S6A). At the same time, evidence of dead chondrocytes was found in the differentiated *Bgn* KO PDCs as shown by H&E staining and low level of ACAN staining (Figures 5E, F; Supplementary Figure S6A). The total number of cells (quantified by DAPI staining) wasn’t significantly different between *Bgn* KO and WT 3D constructs (Supplementary Figure S6C).

**FIGURE 5:**
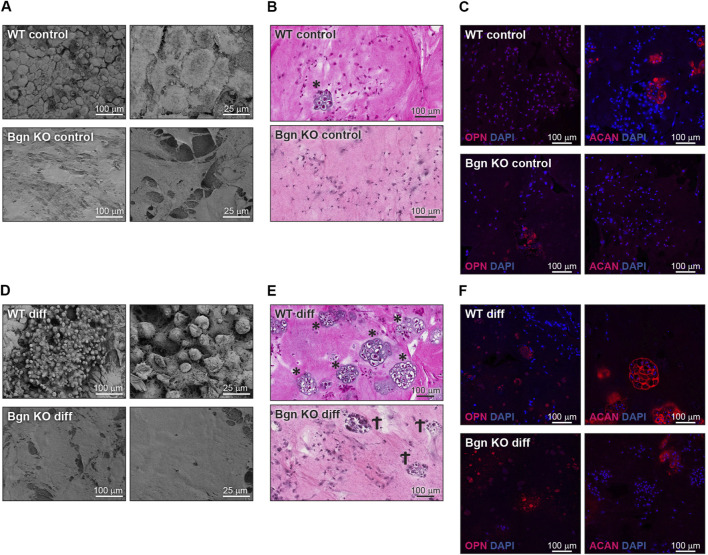
Bgn affects cartilage and bone differentiation in 3D culture system. **(A)** SEM images of the ECM secreted by undifferentiated (control) PDCs in the 3D structures, representative images (*n* = 5 per group). **(B)** H&E staining of the control 3D structures representative images (*n* = 5 per group). * marks chondrocytes. **(C)** Immunostaining of the control 3D structures stained for ACAN and OPN, representative images. See also Figure S5A-C (*n* = 5-8 per group). **(D)** SEM images of the ECM secreted by the differentiated PDCs in the 3D structure, representative images (*n* = 5 per group). **(E)** H&E staining of the differentiated 3D structures, representative images (*n* = 5 per group). * marks chondrocytes. Ϯ marks dead cells. **(F)** Immunostaining of the differentiated 3D structures stained for ACAN and OPN, representative images. See also Supplementary Figures S5A–C (*n* = 5-8 per group).

When the 3D structures were subcutaneously implanted into syngeneic mice, we found that the differentiated PDCs (both WT and KO) created mineralized tissues 4 and 8 weeks post implantation (Figures 6A, B). To understand the composition of the mineralized 3D structures 8 weeks post transplantation, histological analysis was performed. Differentiated WT implants displayed an endochondral ossification pattern with chondrocytes surrounded by bone and blood vessels, which wasn’t found in the structures formed by differentiated *Bgn* KO PDCs (Figure 6C). Since the H&E staining of the *Bgn* KO implants was difficult to interpret, immunofluorescence staining for ACAN and OPN was performed. The WT control implants showed again higher expression of ACAN compared with the *Bgn* KO control implants (Figure 6D; Supplementary Figure S6D). As expected, after 8 weeks of implantation, differentiated implants from both genotypes showed some staining for ACAN and intense staining for OPN, however, *Bgn* KO implants demonstrated more robust staining of OPN compared with WT (Figure 6E; Supplementary Figure S6E). No differences were observed in cell number between the samples as quantified by DAPI staining (Supplementary Figure S6F).

**FIGURE 6:**
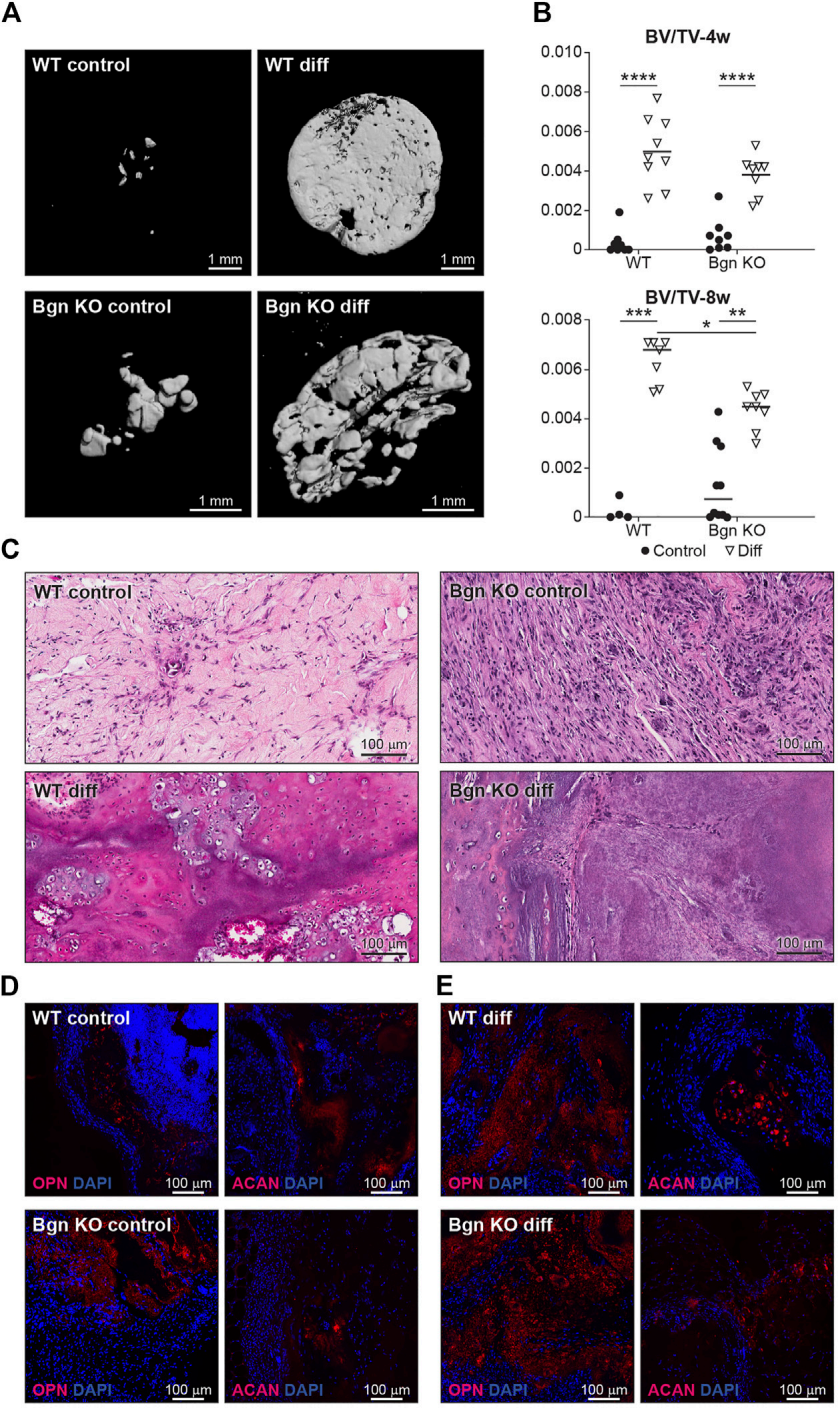
Lack of *Bgn* in a 3D culture system result in compromised bone formation. **(A)** 3D µCT reconstruction of the implants 8 weeks after subcutaneous implantation, representative images. **(B)** Quantitative µCT analysis of BV/TV of the 3D structures 4 and 8 weeks after subcutaneous implantation. **(C)** H&E staining of the 3D structures 8 weeks after subcutaneous implantation, representative images. **(D)** Immunostaining of the control 3D structures stain for ACAN and OPN 8 weeks after subcutaneous implantation, representative images. See also Supplementary Figures S5D–F (*n* = 4-9 per group). **(E)** Immunostaining of the differentiated 3D structures stained for ACAN and OPN 8 weeks after subcutaneous implantation, representative images. See also Supplementary Figures S5D–F (*n* = 4-9 per group).

The low level of cartilage differentiation coupled with a high level of OPN expression suggest that in the absence of *Bgn*, the cartilage phase preceding bone is compromised, leading to more direct bone differentiation.

## Discussion

Bone tissue has the unique ability to heal and regenerate throughout life. This process, which is similar to embryonic endochondral bone development, relies on a complex sequence of physiological events leading to the formation of new bone at the fracture site. The inflammatory response is necessary in the early stages of bone healing to trigger and activate the proliferation of skeletal progenitor cells within the periosteal layer. During healing, the differentiation of progenitor cells into chondrocytes and osteoblasts gives rise to a callus around the fracture site. As the chondrocytes undergo hypertrophy, blood vessels and osteoprogenitor cells are attracted from nearby periosteal regions. The cartilage template is degraded and replaced by woven bone which ultimately remodels to the mature bone (Marsell and Einhorn, 2011; Roberts et al., 2015; Salhotra et al., 2020). In this study, we demonstrate a role for *Bgn* in early stages of bone development, as well as in bone repair.

The *Bgn* gene is located on the X chromosome in mice and humans and is highly expressed during development (Bianco et al., 1990; Fisher et al., 1991; Wilda et al., 2000). Recently, loss-of-function mutations in the human *Bgn* gene were found in Meester-Loeys syndrome (MRLS) (Meester et al., 2017). Clinically, MRLS patients present with early-onset aortic aneurysm and dissection. The males carrying the deletion also have skeletal dysplasia, which is characterized by relatively short stature, phalangeal dysplasia, brachydactyly, hip dislocation and dysplastic epiphyses of the long bones. Like MRLS patients, *Bgn* KO mice also have skeletal abnormalities. *Bgn*-deficient mice acquire early onset osteoporosis-like phenotype with significant decreases to their trabecular bone volume and mineral apposition rate (Xu et al., 1998; Chen et al., 2002), as well as structural abnormalities of collagen fibrils in bone, dermis, and tendon (Corsi et al., 2002). While these studies point to the importance of Bgn in bone, its exact role in skeletal healing and early bone formation was unclear.

Bone is a heterogeneous organ, composed of a variety of cell types. Single-cell sequencing is an advanced technique that can be used to understand the cellular basis of skeletal development (Greenblatt et al., 2019). In order to detect the onset of possible changes in the cell landscape in *Bgn* KO mice during embryonic development, single cell RNAseq analysis of E16.5 WT and *Bgn* KO embryo hindlimbs was performed for the first time. Seurat’s unbiased cluster detection algorithm defined 38 cell populations within the long bone endocortical samples of both WT and *Bgn* KO. Our analysis revealed 4 osteoblast clusters (1–4). Compared to clusters 1 and 2, clusters 3 and 4 expressed elevated levels of osteogenic genes, which were identified by GO analysis, and were sequentially located after cluster 1 on the UMAP pseudo-time trajectory branch. This data suggests that cells in cluster 4 are more committed and mature osteoblasts compared with those found in clusters 1-3. We show that the majority of cells that populate the mature cluster 4 originate from WT samples. We hypothesize that the lower levels of mature osteoblast cells found in *Bgn* KO mice, as early as 16.5 days of embryonic development, together with a reduced number of cells in the chondrocyte clusters, leads to the abnormalities seen in the adult *Bgn* KO bones. Previous *in vitro* studies showed an increased number of osteoclasts in adult *Bgn* KO mice which was presumed to be due to defects in the proliferation and differentiation of osteoblasts and their precursors (Bi et al., 2006). Our studies established, at the single-cell level, the concept that *Bgn* is needed for embryonic bone-cell maturation, and that the absence of Bgn could, later in life, result in defective osteogenesis. Further experiments to validate our findings at the protein level will be needed to confirm this theory. Our lab has previously found that Bgn’s core protein enhances canonical Wnt signaling (Berendsen et al., 2011). Moreover, using other skeletal progenitors, we showed that *Bgn* can regulate TGF-β activity (Chen et al., 2002; Bi et al., 2007; Embree et al., 2010). Both pathways could be important mechanisms to modulate *Bgn* skeletal cell differentiation and cell fate.

In mature bones, we show here the importance of *Bgn* to bone integrity, where *Bgn* KO bones have reduced cortical thickness and trabecular number, and an increase in trabecular spacing and bone mineral content (BMC), leading to a more fragile bone that is biomechanically compromised. Additionally. We show that *Bgn* is crucial for normal bone repair in response to injury. Shortly after bone fracture, chemokines and inflammatory cytokines are secreted to recruit inflammatory cells and promote angiogenesis. It was previously shown that *Bgn* can serve as a pro-inflammatory factor in a sepsis model and the mechanistic basis involves TLR 2 and 4 (Schaefer et al., 2005). In the present study, we demonstrate that *Bgn* plays a regulatory role in the immune response during the first phase of fracture healing. Mice lacking *Bgn* had a decreased inflammatory response demonstrated by decreased secretion of inflammatory cytokines, MCP-1 and IL-6, and reduced macrophage infiltration around the fracture site. MCP-1 (also known as CCL2), which has been shown to be expressed in the periosteum around the fracture site during fracture healing (Edderkaoui, 2017), is one of the earliest, highly expressed chemokines in response to fracture and is involved in regulating angiogenesis and macrophage infiltration. IL-1 and IL-6 are believed to be critical cytokines for fracture healing. IL-1, produced by macrophages during the acute phase of inflammation, induces the production of IL-6 in osteoblasts. It also stimulates the formation of the initial cartilaginous callus and promotes angiogenesis around the fracture site. IL-6, also produced during the acute inflammatory phase, stimulates angiogenesis and vascular endothelial growth factor (VEGF) production (Kon et al., 2001; Mountziaris and Mikos, 2008; Marsell and Einhorn, 2011). Fracture healing requires a blood supply and therefore revascularization is essential for successful bone repair. We previously showed that compared with WT controls, *Bgn*-deficient mice have a significant decrease in VEGF gene expression and concomitant smaller vessel size and volume around the fracture site (Berendsen et al., 2014; Myren et al., 2016). The reduced inflammatory response and angiogenesis in the *Bgn* KO mice may be the cause for the observed reduction in periosteal expansion around the fracture site, resulting in the formation of a smaller callus 14 days post fracture. We found that the smaller callus in *Bgn* KO mice has substantially fewer chondrocytes compared with WT, which is in agreement with previous studies showing less aggrecan at the callus site of *Bgn* KO mice compared with WT (Berendsen et al., 2014). µCT analysis 14 days after fracture surprisingly demonstrated higher BV/TV and trabecular number in the *Bgn* KO callus compared with WT, which may indicate that the defective cartilage phase in *Bgn* KO mice forced the healing process to occur through direct bone development. 8 weeks post fracture, the *Bgn* KO callus was almost completely resolved, excluding the possibility the healing process in the KO mice is delayed. We believe that the larger the callus is, the more time it takes for it to resolve and heal. Since *Bgn* KO have a smaller callus, it takes less time for it to fully heal, which does not necessarily mean the process itself is accelerated.

The periosteum is a major source of the heterogenous array of skeletal progenitor cells, important not only in bone development but also during fracture healing. Several studies demonstrated that removal of the periosteum dramatically impairs bone repair (Ozaki et al., 2000; Colnot, 2009). Ozaki et al. showed a delay in cartilage formation after fracture when the periosteum was removed, suggesting that the periosteum and its PDCs are important for mediating chondrogenesis during the endochondral ossification phase in bone repair (Ozaki et al., 2000). In this study, we found that *Bgn* is highly expressed in the expanding periosteum after fracture. *Bgn*-deficient periosteum didn’t expand to the same extent as the WT, leading to smaller callus formation. Our results clearly demonstrate the importance of *Bgn* in the early phase of inflammation and during the subsequent periosteal expansion that is required for proper callus formation and proper healing during bone regeneration. These findings suggest that Bgn may influence bone repair by: 1) its pro-inflammatory role in the healing process and/or 2) by directly affecting the PDCs themselves.

Currently, like progenitor cells derived from the bone marrow (BMSCs), it has been challenging to identify markers that are specific for PDCs. In recent years, several markers have been proposed to identify PDCs, including Cathepsin K, periostin and alpha smooth muscle actin (αSMA), and it is likely these markers define subpopulations of the cells within the periosteal layer (Marecic et al., 2015; Debnath et al., 2018; Deveza et al., 2018; Duchamp de Lageneste et al., 2018; Ortinau et al., 2019; Matthews et al., 2021). To understand the role of Bgn on PDCs in their natural heterogenous state, we harvested the periosteum and used the entire cell population. A 3D culture system was employed to further mimic the native environment of the cells. We allowed the cells to proliferate on the 3D structures before subjecting them to osteogenic differentiation. After 2 weeks of differentiation, WT PDC cultures formed ACAN expressing chondrocytes, the cells that provide an essential template for bone repair and bone development. In the 3D cultures containing *Bgn* KO cells, the chondrogenic phase was bypassed and instead the cultures showed expedited bone development, as judged by the high level of OPN, a marker of early osteogenic differentiation. We further show, using a subcutaneous transplantation approach, that PDCs from WT and *Bgn* KO differentiate differently during endochondral ossification *in vivo*. Histological analysis of the calcified structures showed that compared with WT structures, which developed osteoblasts, chondrocytes and encouraged vascularization necessary for bone development, implants containing *Bgn* KO PDCs differentiated more directly into bone, expressing high levels of OPN. Although OPN is believed to be important for homeostasis of osteoclasts and osteoblasts, elevated levels of OPN are also functionally implicated in bone-related diseases, such as osteoporosis, rheumatoid arthritis, and osteosarcoma (Si et al., 2020). The high level of OPN expressed in the *Bgn* KO PDC cultures during osteogenic differentiation may be harmful to the structural integrity and strength of bone, which could be a potential basis for the early onset osteoporosis phenotype found in this genetic model (Xu et al., 1998).

In conclusion, *Bgn* deletion impairs endochondral bone formation and regeneration. The defective periosteal cells may be the key to the subsequent abnormalities we observed in the healing bone. More investigation will be required in the future to understand how *Bgn* and other ECM proteins influence skeletal stem cell populations during bone development and the periosteal progenitors during regeneration. Better understanding of these processes and their key elements will help in developing better strategies to treat skeletal defects and bone disease.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE192542.

# Supplementary material for: Biglycan regulates bone development and regeneration
**Source:** Front Physiol. 2023 Feb 16;14:1119368. doi: 10.3389/fphys.2023.1119368
**Supplement:** Supplementary file 6

## *Supplementary Material*

### **Biglycan Regulates Bone Development and Regeneration**

Reut Shainer<sup>1</sup>, Vardit Kram<sup>1</sup>, Tina M. Kilts<sup>1</sup>, Li Li<sup>1</sup>, Andrew D. Doyle<sup>2</sup>, Inbal Shainer<sup>3</sup>, Daniel Martin<sup>4</sup>, Genomics and Computational Biology Core<sup>4</sup>, Carl G. Simon Jr.<sup>5</sup>, Jinyang Zeng-Brouwers<sup>6</sup>, Liliana Schaefer<sup>6</sup>, Marian F. Young<sup>1\*</sup>.

**Figure S1**

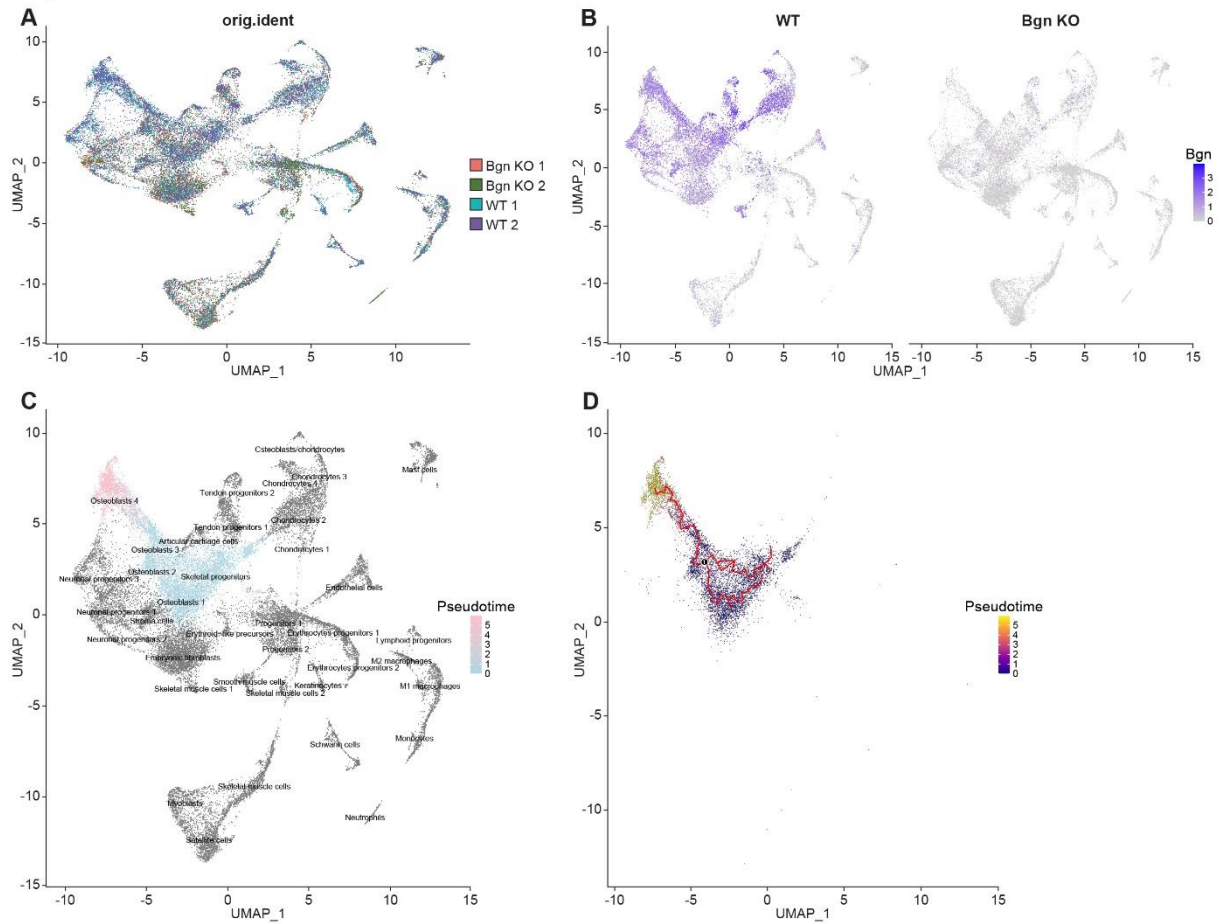

**Figure S1. Single-cell sequencing of mouse embryonic bones shows Bgn is important for osteoblast differentiation.**

(Related to Figure 1)

(A) UMAP of the cells according to their genotype origin and biological replica.

(B) UMAP visualization of Bgn gene expression split according to the genotype origin.

(C) The pseudotime trajectory analysis of the osteoblast clusters within the entire UMAP dataset.

(D) Pseudotime trajectory analysis of the osteoblast clusters. The skeletal progenitors were defined as the root. A single branching point (labeled as 1) was detected, leading the cell fate towards osteoblasts 3 and osteoblasts 4. Distance from the root point (skeletal progenitors) represent the pseudotime, while branching points represent cell fate decisions.

**Figure S2**

| Cell type                  | Bgn KO 1    | Bgn KO 2    | WT 1        | WT 2        |
|----------------------------|-------------|-------------|-------------|-------------|
| Embryonic fibroblasts      | 1061        | 1208        | 445         | 671         |
| Osteoblasts 1              | 567         | 608         | 423         | 646         |
| Skeletal progenitors       | 402         | 396         | 494         | 829         |
| Chondrocytes 2             | 281         | 304         | 476         | 691         |
| Neuronal progenitors 1     | 449         | 473         | 267         | 424         |
| Progenitors 1              | 347         | 764         | 203         | 274         |
| Osteoblasts 4              | 112         | 68          | 608         | 697         |
| Osteoblasts 3              | 176         | 230         | 432         | 596         |
| Satellite cells            | 347         | 464         | 128         | 171         |
| Skeletal muscle cells      | 303         | 384         | 147         | 220         |
| Myoblasts                  | 348         | 398         | 128         | 211         |
| Tendon progenitors 1       | 195         | 276         | 108         | 318         |
| Neuronal progenitors 3     | 64          | 64          | 320         | 419         |
| Endothelial cells          | 160         | 234         | 169         | 184         |
| Progenitors 2              | 173         | 300         | 96          | 147         |
| M1 macrophages             | 143         | 164         | 142         | 181         |
| Stroma cells               | 142         | 180         | 116         | 175         |
| Erythrocytes progenitors 1 | 138         | 138         | 179         | 97          |
| Monocytes                  | 90          | 148         | 108         | 123         |
| Mast cells                 | 96          | 141         | 116         | 184         |
| Schwann cells              | 75          | 105         | 97          | 134         |
| Erythrocytes progenitors 2 | 125         | 118         | 90          | 77          |
| Osteoblasts 2              | 88          | 98          | 83          | 121         |
| Chondrocytes 4             | 39          | 69          | 102         | 167         |
| Smooth muscle cells        | 54          | 65          | 102         | 121         |
| Neuronal progenitors 2     | 93          | 100         | 59          | 86          |
| M2 macrophages             | 62          | 96          | 80          | 99          |
| Articular cartilage cells  | 59          | 87          | 54          | 115         |
| Tendon progenitors 2       | 54          | 75          | 30          | 107         |
| Erythroid-like precursors  | 93          | 74          | 34          | 44          |
| Keratinocytes              | 7           | 18          | 124         | 78          |
| Chondrocytes 3             | 54          | 31          | 68          | 72          |
| Chondrocytes 1             | 60          | 55          | 31          | 66          |
| Skeletal muscle cells 1    | 65          | 121         | 4           | 10          |
| Skeletal muscle cells 2    | 46          | 125         | 9           | 10          |
| Neutrophils                | 46          | 103         | 10          | 12          |
| Lymphoid progenitors       | 40          | 44          | 22          | 54          |
| Osteoblasts/chondrocytes   | 36          | 38          | 27          | 19          |
| <b>Total</b>               | <b>6690</b> | <b>8364</b> | <b>6131</b> | <b>8650</b> |

**Figure S2. Bgn is important for osteoblast differentiation during embryonic bone development.**  
(Related to Figure 1).

The number of cells in each of the clusters based on their genotype.

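The cells matched to each population of the study were counted in the same way from the deposited matrices, and are given as WT replicate 1, WT replicate 2, Bgn KO replicate 1 and Bgn KO replicate 2. Cells matched to embryonic fibroblasts numbered 539, 823, 1199 and 1347 and satellite cells 254, 379, 694 and 853, the populations with the most added cells in Bgn KO. The satellite cells here were the clusters 8, 10 and 39, and no cluster matched the study's myoblasts, so that they can hold cells which the study counts apart. Chondrocytes 2 numbered 545, 790, 315 and 354, chondrocytes 1 156, 231, 150 and 146, and chondrocytes 3 78, 88, 86 and 68. Osteoblasts 1 numbered 395, 614, 518 and 567, osteoblasts 2 81, 116, 86 and 90, and osteoblasts 3 467, 658, 172 and 238. Skeletal progenitors numbered 423, 724, 365 and 369. Keratinocytes, of the epidermis, numbered 126, 78, 7 and 21, and neutrophils 10, 29, 52 and 104. Among the populations that passed the test, the largest fold was that of skeletal muscle cells 1, led by Acta1 and Mylpf, with 3, 9, 64 and 122 cells (log2 fold change 3.89, standard error 0.66, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test). The replicates of a genotype differed in their total number of cells, so the tests compare shares of a library and not these numbers.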

**Figure S3**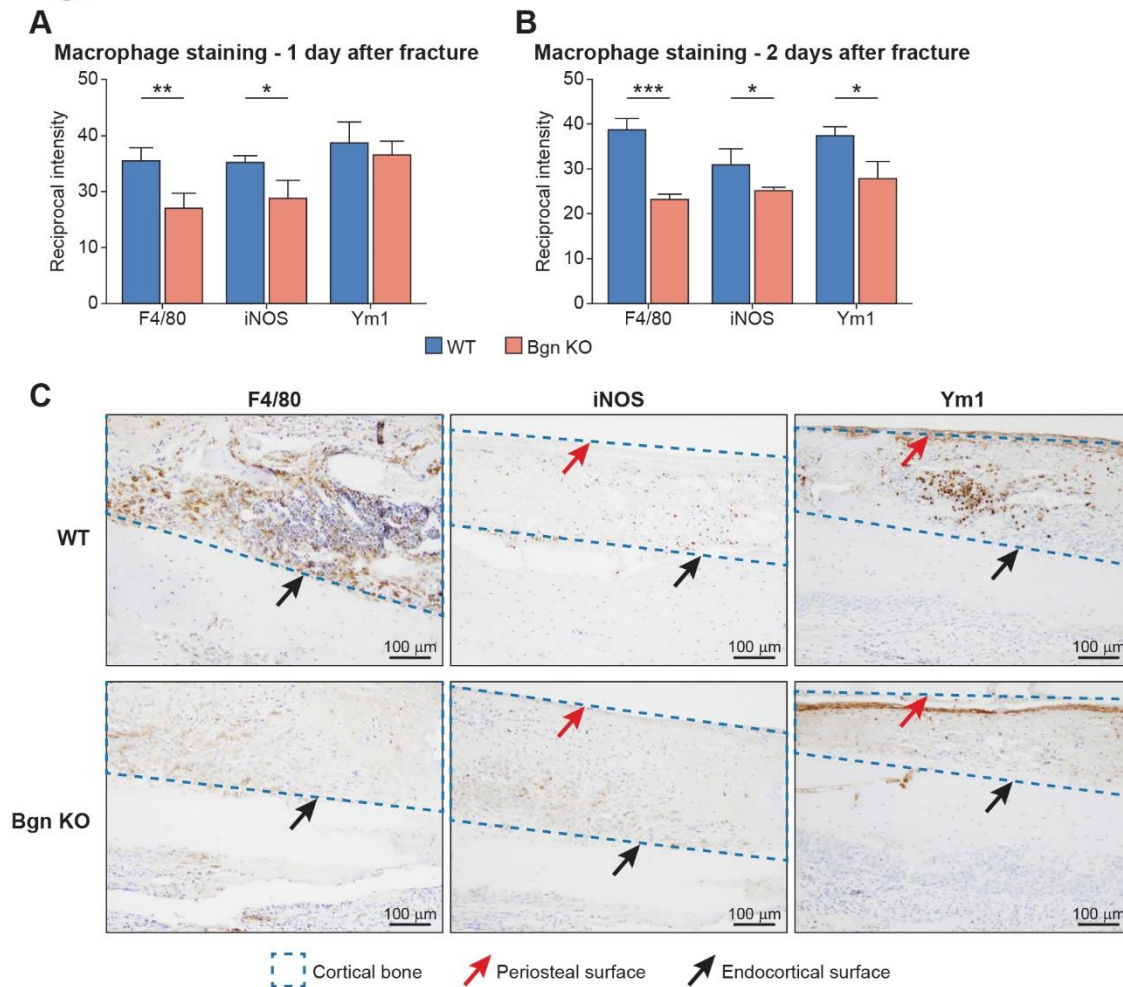**Figure S3. Bgn is needed for the inflammatory response after fracture.**

(Related to Figure 3)

(A) Quantification of immunostaining for F4/80, iNOS and Ym1 around the fracture site 24 h after fracture. (n = 3 per group).

(B) Quantification of immunostaining for F4/80, iNOS and Ym1 around the fracture site 48 h after fracture. (n = 3 per group).

(C) Representative images of the immunostaining for F4/80, iNOS and Ym1 around the fracture site 72 h after fracture. (n = 3 per group).

**Figure S4**

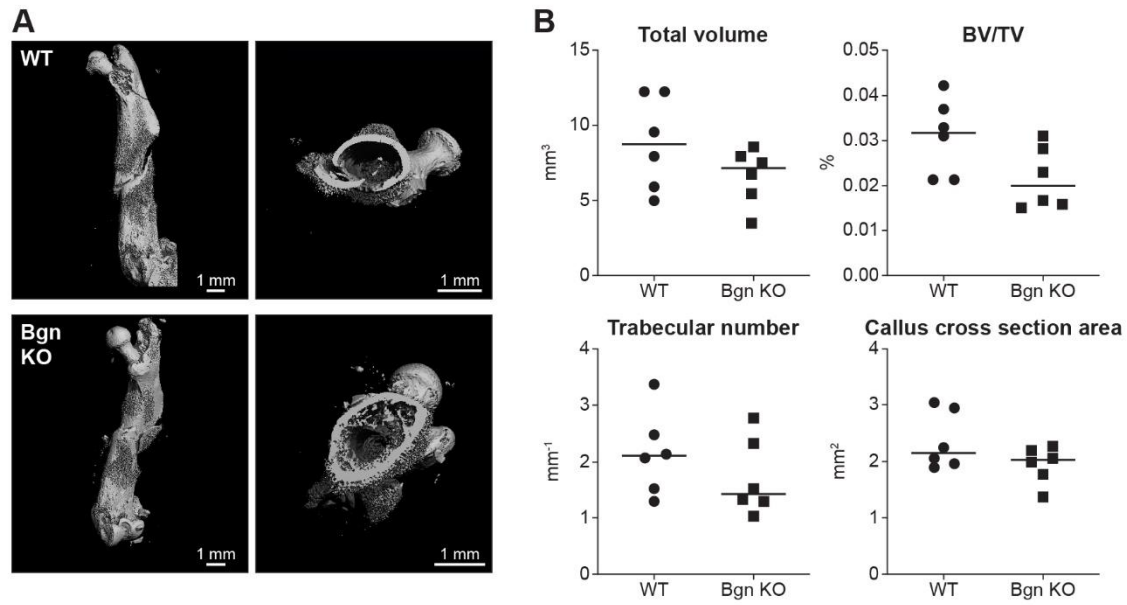

**Figure S4.  $\mu$ CT analysis 7 days post fracture shows no significant differences in bone healing.**

(Related to Figure 4)

(A) 3D  $\mu$ CT reconstruction of femoral bone and cross section of the callus 1 week after fracture, representative images.

(B) Quantitative  $\mu$ CT analysis of callus total volume, BV/TV, trabecular number, and callus cross section area 1 week after fracture. (n = 6 per group).

**Figure S5**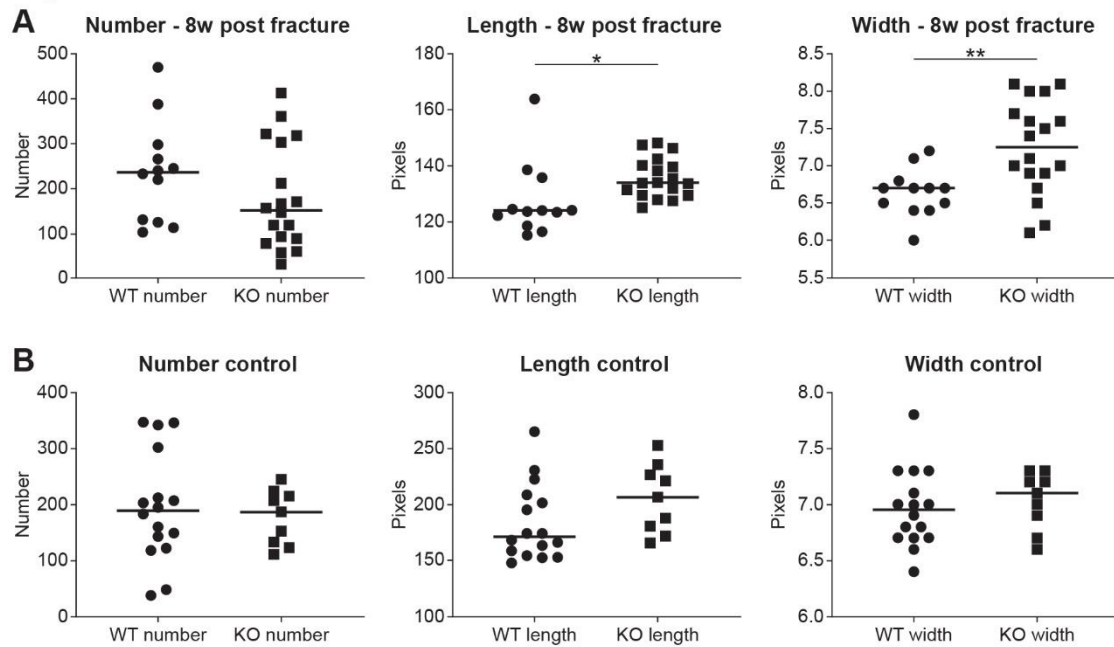**Figure S5. Lack of Bgn impairs bone healing after fracture**

(Related to Figure 4)

(A) Quantitative SHG analysis of Type I collagen images of non-fractured bones.

(B) Quantitative SHG analysis of Type I collagen images of the newly regenerated bone 8 weeks after fracture.

**Figure S6**

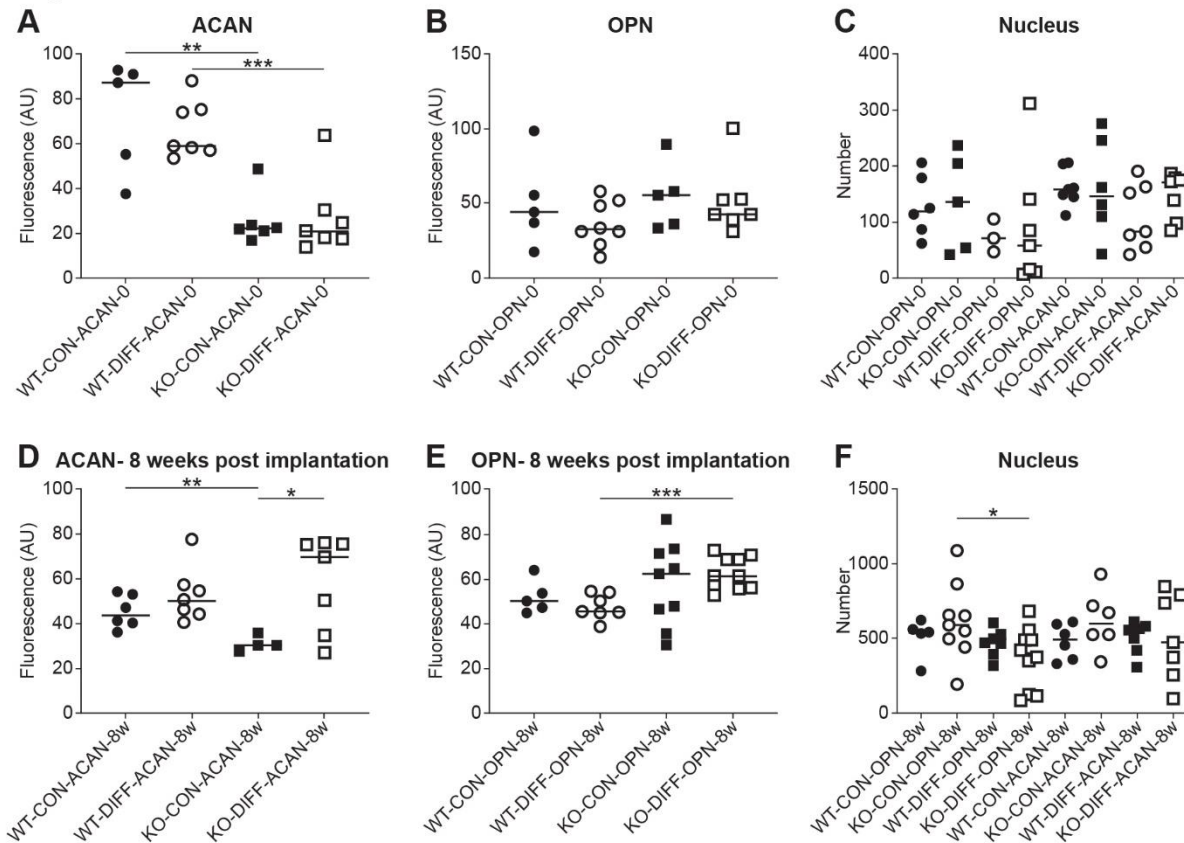

**Figure S6. Bgn affects cartilage and bone differentiation in a 3D culture system.**

(Related to Figure 5 and Figure 6)

(A) Quantification of the ACAN immunostaining in the 3D structures on day of implantation.

(B) Quantification of the OPN immunostaining in the 3D structures on day of implantation.

(C) Cell number (based on DAPI staining) in the 3D structures ACAN and OPN on day of implantation.

(D) Quantification of the ACAN immunostaining in the 3D structures 8 weeks after subcutaneous implantation.

(E) Quantification of the OPN immunostaining in the 3D structures 8 weeks after subcutaneous implantation.

(F) Cell number (based on DAPI staining) in the 3D structures stained for ACAN and OPN 8 weeks after subcutaneous implantation.

How the deposited data were processed for this re-analysis (not part of the article)

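Single-cell and bulk RNA sequencing data deposited with the study were used. Single-cell libraries of mouse hindlimbs came from WT and Bgn KO embryos at E16.5 and from newborn WT and Bgn KO animals, whose age is labelled P-3, with 2 libraries per genotype and age. Bulk RNA sequencing libraries came from femoral shafts of WT and Bgn KO mice, from control femurs and from femurs 3 days after fracture, with 6 libraries per group and 24 in all. The paper reports on the bulk libraries and on those of E16.5.

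For the single cells, the authors digested the limbs with collagenase, prepared Chromium 3′ libraries and counted UMIs per gene and barcode, and deposited the counts as matrices of all barcodes and of called cells. The paper's methods and the submitters' processing notes name Cell Ranger 5.0.0 and mm10. For the bulk libraries, the authors merged the runs of a library, aligned the reads with STAR 2.5.2a to GRCm38 and deposited a table of raw read counts and a filtered table of counts. They also deposited a table of signal on the CPM scale (counts scaled to a fixed library total), in which each library's total is multiplied by its TMM factor. The CPM values computed here from the counts were 0.999551 to 1.00066 times the values of that table. The submitters' processing notes name DESeq2, edgeR and limma without versions, and the paper states that differentially expressed genes came from DESeq2, edgeR and limma-voom. The raw table holds 48733 rows and the filtered table 19260. The highest count in any library of a gene left out of the filtered table was 5, and the lowest maximum of a gene kept in it was 6. Rows that name no gene (24 in the raw table, 2 in the filtered one, among them the neomycin cassette) held 2.7e-05% to 0.00284% of a library's reads and stayed out of library sizes and tests, which left 19258 genes. The libraries were made with a kit that does not mark strand, so reads of a gene and of an antisense gene on the other strand could not be told apart, and members of gene families such as the hemoglobin, actin, interferon-induced and histone genes can share reads. All columns of the tables were matched to samples by their labels, and 0 were left unmatched.

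The bulk counts were analysed in R 4.3.3 with edgeR 4.0.16. All 24 libraries were scaled by TMM and fitted in 1 quasi-likelihood model of the 4 groups with no block, and 5 contrasts were tested, WT fracture against WT control, Bgn KO fracture against Bgn KO control, Bgn KO against WT in control and in fractured femurs, and the interaction. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The fixed gene lists, 30 in number, were tested with the rotation test fry, and with camera with an estimated correlation from limma 3.58.1 as an alternative. An adjusted p for a list is adjusted over the lists. Mean and SD are of CPM over libraries. A fold against a group with 0 reads was computed with 3 counts over the group, and intervals of read ratios are exact at a level of 0.95 and cover counting error only. The alternatives for the bulk results were DESeq2 1.42.0, limma-voom, no filter on low counts, filterByExpr, the replicate number as a block, only the groups compared, and Bgn KO control replicate 1 left out, whose labels conflict. The removal of the 3 libraries that stood apart was added after the data were seen.

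The single-cell counts were filtered as the paper states, by leaving out cells with fewer than 200 genes, more than 15000 UMIs or more than 20% mitochondrial UMIs. They were analysed in Seurat 5.3.0 with log-normalisation, 2000 variable genes, 30 principal components, 20 neighbours and Louvain clusters. Harmony was not installed and was written anew from its published algorithm. Resolutions of 0.4, 0.6, 0.8, 1, 1.2 and 1.4 gave 22, 25, 30, 34, 37 and 41 clusters at E16.5, and 1.4 was kept as the smallest with at least as many clusters as the paper reports. The newborn libraries were clustered by themselves at the same resolution, into 35 clusters. Each cluster took the name of the marker set, of 26, with the most members among its 100 leading genes by fold, if there were at least 3. A cluster of few UMIs needed at least 5 members among its 10 leading genes. Newborn clusters 0, 11 and 24 had 3, 7 and 7 members among the 100 and stayed unnamed. In each of them another set had more members among the 10 leading genes. Genes were ranked by the fold of CPM in the cluster against all other cells with 100 CPM added, among genes with a UMI in at least 10% of its cells. The bound of 2-fold on members of a list was applied with 10 CPM added. The value of 100 and the details of this naming rule were set after the data had been seen, because a smaller value put scarcely expressed genes first, whereas the marker sets themselves were fixed in advance, after Supplementary Table S1 had been read. The match of a cluster to a cluster of the study used Supplementary Table S1 and is descriptive. Cells per cluster, class or matched population were tested with edgeR, with the kept cells of a library as its size, and UMIs summed over all cells of a library or over those of a class with at least 30 cells in each library were tested with edgeR after filterByExpr. With 2 libraries per genotype, the spread was pooled over clusters or genes. Scrublet in scanpy 1.11.5 marked doublets at an expected rate of 0.8% per 1000 barcodes. These cells, and not those past its automatic threshold, were left out in an alternative. Further alternatives were no Harmony, the resolution of 0.8, 20 dimensions, TMM over clusters or classes, no filter on cells, DESeq2, no filter on low counts, the replicate number as a block and each library left out in turn. Pairing newborn libraries across replicate numbers was added after the data were seen. A share of cells with a UMI was also given after thinning every cell to 2000 UMIs. Monocle3 was not installed, and a diffusion pseudotime with 20 neighbours and 10 components was used, with a Gauss kernel, because the default kernel failed on simulated data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures. Gene positions are from the GENCODE annotation of GRCm38.

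Samples, gene lists, marker sets, the rule for naming genes, the tests between groups and the alternatives were fixed before the data were examined, except the alternatives said above to be added later. Of the tests of explanations in the closing section, those of crowding on chromosomes and of the marrow share were chosen after the result was seen. So was the comparison of classes for added muscle. The rule names every gene that the paper names for these samples or that stands for a protein it measures. It adds, per bulk comparison, the 8 largest increases and 8 largest decreases among called genes with a mean of at least 1 CPM and no overlap between libraries, without predicted genes and immune receptor segments, and per list up to 4 members with the smallest adjusted p, or the 2 most abundant where none passes. For the single-cell sums it adds the 5 largest increases and decreases from a mean of 5 CPM and the same list members, and for each named cluster its 5 leading genes. Not every gene that the rule allows is printed.

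Each test was tested on simulated data with known changes before it was run on the deposited counts. In the bulk design, with 19258 genes, the comparison of WT fracture with WT control recovered 4.48% of genes changed 1.5-fold, 44.8% of those changed 2-fold and 95.5% of those changed 4-fold, and the interaction recovered 1.49%, 11.9% and 71.2%. The bar for passing this test was lowered to 60% of genes changed 4-fold for the interaction after the first run. The sums over all cells recovered 98.5%, 100% and 100% at E16.5 over 16846 genes, and 20.9%, 80.6% and 100% in the newborn over 15621 genes. The test of cells per cluster recovered 100% of 3-fold changes among 41 clusters at E16.5 and among 35 in the newborn.

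The bulk libraries held 6214665 to 12738740 counted reads, so that scarce genes such as Il10, with 9 reads over 6 libraries in 1 group, rest on a few reads per library. Pearson's r of log2 CPM between replicates of a group was 0.784 to 0.991, and no pair of libraries was identical. The single-cell libraries of E16.5 kept 29863 cells, and those of the newborn 5437 and 6302 WT and 6145 and 7215 Bgn KO cells, at median depths of 2547, 5027, 6044 and 5376 UMIs per cell. Upstream settings other than those named are not given in the sources used here. The serum, tissue staining and PCR measurements of the paper were not analysed here.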

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

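In this part, the tests of crowding on chromosomes and of the marrow share were chosen only after the result was seen. The others were planned, except the comparison of classes for added muscle, which was also chosen later.

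Cells matched to osteoblasts 4 were fewer in Bgn KO hindlimbs at E16.5 (log2 fold change -2.59, adjusted p = 1.2e-12 from edgeR, lower in 2 of 2 Bgn KO libraries). Fewer maturing osteoblasts could lower the osteoblast markers over all cells. The median log2 fold change of these markers was 0.73 (0.60 to 0.81 with 1 library left out), so the set did not fall. This cannot decide, because only Runx2 of the 15 markers stood out in the clusters of osteoblasts 4. The sums also carry free RNA, and osteoblast markers were 5.104-fold higher in the cell-free droplets of Bgn KO. Skin carried over in different amounts between dissections would lower epidermal RNA as well, and in the cell-free droplets the keratinocyte markers were 7.86-fold lower in Bgn KO (3.83-fold without WT replicate 1 and 11.9-fold without WT replicate 2), below WT in 2 of 2 libraries, which is consistent with this explanation. A loss of dermal cells in Bgn KO limbs that also reaches the epidermis was not tested and stays open. A dissection that left more muscle would by dilution alone lower all other classes alike, a comparison chosen after the values were seen. Dermal fibroblast-like cells had a log2 fold change of -2.59, and only keratinocyte-like cells fell as far (-2.99). Chondrocyte-like cells had -0.88, Schwann-like cells -0.43, endothelial-like cells 0.11 and monocyte-like cells 0.043. These values argue against added muscle as the whole cause for the dermal class, while a part in it stays open.

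Some genes that differed between Bgn KO and WT femurs lay close together, with 31 called genes of 435 tested on chromosome 4 of GRCm38 between 110203722 and 141425311, whereas Bgn lies on chromosome X. Over all called genes the share with another within 5 Mb was near that of random genes of like level (64.7% against a mean of 65.15% in control femurs, permutation p = 0.57, and 58.2% against 51.7% in fractured femurs, permutation p = 0.096), whereas of 69 genes called in both 50.7% had another, above the mean of 30.6% but below the highest value of 62.3% in 10000 draws of genes of like level (permutation p = 0.0033). A response to the loss of Bgn wherever the genes lie therefore cannot be told apart from a local one by the bound set for this test. Chromosome segments of another mouse strain in the Bgn KO line would act in every tissue, and 70.0% of 20 measured crowded genes had the same sign in the E16.5 hindlimb cells, between the bounds set in advance, while 83.3% of 24 genes elsewhere did so. In the newborn cells 63.6% of 22 crowded genes and 62.5% of 24 genes elsewhere had the same sign. Of the crowded genes that were also called at E16.5, 9 had the same sign and 1 the opposite, and of the genes elsewhere 11 and 2. The segment on chromosome 4, picked for its crowding, held 18 of the 69 genes called in both. The strain explanation likewise cannot be told apart from the others, since 20 genes are few and genes elsewhere kept their sign as well.

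Skeletal muscle genes were higher in Bgn KO than in WT control femurs, 11 of 15 at an adjusted p under 0.05 from edgeR and 15 of 15 adjusted over the list alone, with a median log2 fold change of 2.14 (adjusted p = 0.022 with an estimated correlation), though the list's mean log2 CPM in Bgn KO control replicate 1 was 3.08, within the 1.96 to 3.19 of the WT controls, against 4.10 to 5.61 in the other 5. A lower share of marrow would raise the other cell types of bone alike, but the highest median among the lists of cartilage, endothelium, periosteal progenitors, osteoblasts and adipocytes was 0.89, with a highest upper quartile of 0.97, which argues against it as the whole cause. If more muscle had been left on the Bgn KO bones, the muscle genes would rise and fall together between libraries of 1 group, and the median correlation of their deviations was 0.787. Deviations from the group means do not bear on the difference between the groups, so this test cannot decide. More or other muscle in the thigh of Bgn KO mice was not tested and stays open.

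Beyond inflammatory suppressor cytokines after fracture, the paper does not report the genes that differ between genotypes within a state. In control femurs 225 genes differed (184 higher and 41 lower in Bgn KO, edgeR), and of 100 splits of the 12 control libraries into groups of 6, 4 called at least as many, the real one included, with 2452 as the highest of the other splits. Chance is excluded at 0.05 by this count, but that split and the next 2 (805 and 507 genes) put WT control replicate 6 and Bgn KO control replicate 5 on the same side, which points to a structure of these samples. In fractured femurs 147 genes differed (110 higher, 37 lower), as many in 1 of 100 splits, with 51 as the highest of the others, so that chance is excluded. The neomycin cassette of the targeted allele had at least 43 reads in every Bgn KO library and 0 in every WT library.

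Single libraries far from the others of their group were looked for in 158 groups of values, where chance alone marks about 1 in 20. WT fracture replicate 3 had 6214665 reads (others 9967525 to 11376854) and 17829 genes with a read (others 20759 to 21108). Bgn KO control replicate 5 had a TMM factor of 0.704 (others 1.02 to 1.10) and 25.6% of its reads in its 20 most abundant genes (others 18.4% to 19.6%). In Bgn KO control replicate 5, Chil3 was at 299.9 CPM (others 753 to 1182), Il6 at 5.84 (0.593 to 1.10), Msr1 at 6.26 (3.64 to 4.31) and Top2a at 982.0 (507 to 635). In WT control replicate 6, Chil3 was at 310.3 CPM (others 788 to 1051). In WT fracture replicate 3, Adgre1 was at 71.9 CPM (others 108 to 137) and Tnfaip6 at 18.6 (8.07 to 10.4). Zfp367 was at 316.7 CPM (others 738 to 1137), Cxcl5 at 1.15 (1.84 to 2.41) and Ifi208 at 0 (0.184 to 0.423) in Bgn KO control replicate 2. Mmp3 was at 0.538 CPM in WT control replicate 4 (others 0 to 0.0949) and at 0.918 in Bgn KO control replicate 3 (0 to 0.0916). Postn was at 19.8 CPM in Bgn KO control replicate 4 (others 35.6 to 50.4), Naip5 at 10.1 in Bgn KO fracture replicate 2 (3.32 to 4.65) and Cxcl2 at 0.0853 in WT control replicate 5 (others 0).

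In the newborn hindlimbs, on which the paper does not report, 22 genes differed between the genotypes in the sums over all cells (edgeR, 1666 at an unadjusted p under 0.05). Of the shares of cells, 4 classes went in the newborn against their direction at E16.5 in every library, perichondrium and skeletal progenitor-like cells with a log2 fold change of 1.88, smooth muscle and pericyte-like cells with 1.68, Schwann-like cells with 1.87 and lymphoid and dendritic-like cells with -0.63. None of these newborn changes passed the test, and the difference between the ages was not tested.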

How the results depend on the processing

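All alternatives in this part were planned, except the removal of the 3 libraries that stood apart and the crossed pairing of newborn libraries, which were chosen after the data were seen. Of 181 values of 25 comparison results under alternatives, 142 were close to the reported value (a count within 1.5 times, a level of Bgn within the SD between libraries, a share of cells with its direction and call kept) and 39 moved. The cause was not tested for any value that moved, except that leaving out libraries or groups leaves fewer samples and dropping the filter tests more genes.

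Fracture changed 7664 to 9348 genes in WT (8321 reported) and 7303 to 9251 in Bgn KO (8035) under all bulk alternatives. Between genotypes, control femurs gave 460 genes in DESeq2 and 122 with only the groups compared (225 reported), and limma-voom gave 130 higher and 59 lower. Fractured femurs gave 328 in DESeq2 and 226 without the 3 libraries that stood apart (147), and the interaction 16 in DESeq2 (0). With an estimated correlation in camera, 30 of 150 tests of a list passed, against 63 with fry. Named genes kept direction and call in 94 of 95 results with DESeq2, 93 of 95 with limma-voom, 93 of 95 without a filter, 78 of 83 with only the groups compared, 49 of 52 without Bgn KO control replicate 1 and 91 of 95 without the 3 libraries, where Il10 in WT fracture turned to 0.098 and the interaction of Tnfaip6 to 0.067 on the log2 scale, neither of them called.

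At E16.5, TMM called 4 classes (9 reported). With 1 library left out, where the lone library is assumed to vary like the others, 8 to 15 clusters (17) and 4 to 9 classes passed. Sums over all cells gave 3345 genes in DESeq2 and 3240 to 4463 with 1 library left out (5040). In the chondrocyte-like class 307 genes passed in DESeq2 and 335 to 873 with 1 library left out (654), in the dermal class 409 in DESeq2, 1575 without a filter, 590 without doublets and 425 to 1017 with 1 library left out (899), in the loose connective class 1394 in DESeq2 (3195) and in the muscle connective class 1073 in DESeq2 and 1843 to 2975 with 1 library left out (2878). The shares matched to osteoblasts 3 and 4, chondrocytes 2 and embryonic fibroblasts kept their direction and call wherever a match was found, though no cluster matched osteoblasts 3 without Harmony, at the resolution of 0.8 or without doublets. Log2 fold changes that turned were -0.21 at the resolution of 0.8 and -0.045 without doublets for osteoblasts 1, 0.38 without Harmony and 0.074 with 20 dimensions for osteoblasts 2, 0.24 with 20 dimensions for chondrocytes 1, 0.15 without doublets and -0.49 to 0.17 with 1 library left out for chondrocytes 3, and with 20 dimensions 0.22 for cells matched to keratinocytes (0.2165) and for keratinocyte-like cells (0.2168). With no filter on cells, Bgn was at 3.08 UMIs per 10000 in WT (3.44) and 0.085 in Bgn KO (0.099).

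In the newborn, DESeq2 called 165 genes, no filter 786, and leaving out 1 library 6 to 406 (22 reported), with 406 without Bgn KO replicate 1, and 0 to 2 classes (0).

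The replicate number was also fitted as a replicate block. Between the fracture and control groups, same-numbered bulk libraries had correlations of -0.618 to 0.417 in WT (mean 0.0055, other numbers 0.0209) and -0.362 to 0.384 in Bgn KO (mean 0.109, other numbers -0.0250), and 0 and 1 of 6 correlated best with their own number, so the numbers were not taken as pairs. Under the block the bulk counts were 7695, 7303, 179, 107 and 0. The chondrocyte-like class had 1423 genes, the dermal class 1377 and the newborn sums 40. Crossed numbers in the newborn, whose same-numbered libraries had a correlation of -0.358, gave 3 clusters, 3 classes and 21 genes.

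Depth limits the genes with few reads, such as Il10 and Cxcl2 in bulk, and the rare cell types. The interaction recovered 11.9% of simulated changes of 2-fold and 71.2% of those of 4-fold, so that its 0 calls do not exclude smaller differences. These rates were not split by expression level, so they give no rate for genes as scarce as Il10.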

Differences from the paper's values

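The paper's values of this part were counted from its Supplementary Figure S2 per library and are marked as the paper's. A share differs here if it is over 1.5 times the other and the distance is over the SD between libraries. All 32 matched populations were compared. The share of Bgn KO cells matched to osteoblasts 4 was 2.21%, the paper's being 1.24%, and no alternative set before the data were examined brought the values within this bound, with 2.15% without Harmony, 2.24% at the resolution of 0.8, 2.33% with 20 dimensions and 4.69% without doublets. These cells were 2 clusters, of which cluster 6 alone held 8.36% of WT and 1.24% of Bgn KO cells, the paper's osteoblasts 4 being 8.99% and 1.24%, and cluster 12 held 4.92% and 0.961%, the paper's neuronal progenitors 3, which no cluster matched, being 5.03% and 0.861%, a comparison chosen after the values were seen. The share of chondrocytes 1 was 2.61% of WT cells and 1.99% of Bgn KO cells, the paper's being 0.634% and 0.777%. With 20 dimensions it was 0.680% and 0.814%, within the bound of the paper's values, and under the other settings no cluster matched chondrocytes 1. The share of chondrocytes 3 was 1.05% of Bgn KO cells, the paper's being 0.589%. It came within the bound without Harmony (0.540%) and with 20 dimensions (0.531%), not without doublets (1.17%), and had no match at the resolution of 0.8. Satellite cells were 4.26% of WT and 10.3% of Bgn KO cells, the paper's being 2.03% and 5.37%, and no alternative set before the data were examined came within the bound (4.14% to 4.26% and 10.03% to 10.74%). Of their 3 clusters, cluster 8 alone held 2.06% and 5.58%, and cluster 10 held 2.08% and 4.38%, the paper's myoblasts, which no cluster matched, being 2.26% and 4.98%, again a comparison chosen after the values were seen. Erythroid-like precursors were 1.72% and 2.29%, the paper's being 0.532% and 1.14%, and erythrocytes progenitors 2 were 0.186% and 0%, the paper's being 1.18% and 1.64%, both outside the bound under all 4 alternatives (1.71% to 2.71% and 2.29% to 3.37% for the former, 0.186% to 0.194% and 0% for the latter). M1 macrophages were 3.52% of WT cells, the paper's being 2.204%, and came within the bound at the resolution of 0.8 (2.36%), with 20 dimensions (2.41%) and without doublets (3.22%), not without Harmony (3.79%). All names of clusters were rebuilt here, so these populations need not hold the same cells.

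The paper's text says that Bgn mRNA was not detected in Bgn KO cells. Here 799 Bgn UMIs were counted in 15074 Bgn KO cells, at 0.0989 per 10000 UMIs, against 3.47 in WT.

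The paper's text says that every cluster held cells of both genotypes. Here 40 of 41 did, and the remaining cluster, of 24 erythroid cells, held none of Bgn KO.

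The paper proposes that osteoblasts 3 and 4 differentiate later than osteoblasts 2. Here osteoblasts 4 had the highest median pseudotime (0.644), while osteoblasts 3 lay before osteoblasts 2 (0.219 and 0.261), and so in all 5 settings run. Within WT the order was that of the paper without Harmony (0.384 for osteoblasts 3 and 0.241 for osteoblasts 2), and in the other settings it was not.

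The paper finds matrix and skeletal development genes in all osteoblast clusters, ossification genes in osteoblasts 3 and 4, and osteoblast differentiation genes in osteoblasts 4 alone. By the bound of 2-fold over all other cells, 2 of 29 matrix genes and 0 of 26 skeletal development genes stood out in osteoblasts 1, and 2 of 25 ossification genes stood out in osteoblasts 2, as many as in osteoblasts 3, next to 3 and 1 in the clusters of osteoblasts 4. Of the osteoblast differentiation genes, 4 and 2 stood out in the clusters of osteoblasts 4, in the direction of the paper, and 1 in osteoblasts 3. The paper tested the genes of a cluster against pathway databases, and the lists here are shorter. The 10 CPM added before the ratio also hold back scarce genes.

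The paper reports fewer mature osteoblasts in Bgn KO. The cells matched to osteoblasts 3 and 4 were fewer here too, while of 14 measured osteoblast markers 8 were higher and 1 was lower in Bgn KO over all cells. This list did not pass with an estimated correlation, and osteoblast markers were also 5.104-fold higher in the cell-free droplets of Bgn KO.

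The paper reports enhanced IL-10 and SOCS3 expression in the Bgn KO after fracture. Both genes rose with fracture in Bgn KO, but the fracture response did not differ between the genotypes past the threshold in edgeR (adjusted p = 0.47 for Il10 with a difference of 2.17, and 0.80 for Socs3 with 0.54, on the log2 scale), nor did fractured femurs (adjusted p = 0.998 with 0.05, and 0.33 with 0.54). No alternative called either interaction (adjusted p from 0.298 to 0.818 for Il10 and from 0.613 to 0.943 for Socs3).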

Other observations

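In this part only the setting without the 3 libraries that stood apart was chosen after the data were seen. The counts of genes and of lists below come from edgeR. The lists of cell types in femurs 3 days after fracture are counted first. Of 17 genes of osteoblasts and osteocytes, 11 were higher and 0 lower in WT (12 adjusted over the list alone, adjusted p = 0.029 with an estimated correlation) and 12 and 0 in Bgn KO (12 alone, 0.12). Ibsp, for a protein of mineralising matrix, went from a mean of 1684 to 17026 CPM in WT (log2 fold change 3.34, standard error 0.26) and from 1903 to 12637 in Bgn KO (2.73, standard error 0.25), without overlap of libraries in either genotype. Endothelial genes were 13 higher and 1 lower of 17 in WT (the same adjusted over the list alone, 0.0046) and 13 and 2 in Bgn KO (the same alone, 0.020). Genes of osteoclasts, which resorb bone, were 10 higher and 0 lower of 12 in both (10 alone in both, 0.025 in WT and 0.053 in Bgn KO). All 17 cell cycle genes were lower in both genotypes (17 alone, 0.011 and 0.020), with Top2a from 783 to 240 CPM in WT (-1.71, standard error 0.17) and from 653 to 208 in Bgn KO (-1.65, standard error 0.17). Of 11 genes of B cells 8 were lower in WT (8 alone, 0.27) and 9 in Bgn KO (9 alone, 0.13), and of 13 genes of neutrophils 8 (8 alone, 0.29) and 13 (13 alone, 0.14). Marrow and muscle moved with all of these lists. The mean log2 CPM of the erythroid list was 9.08 to 9.77 in WT controls and 5.85 to 6.975 after fracture, and 8.42 to 9.52 and 4.40 to 6.74 in Bgn KO, with all 11 genes lower in both (11 alone, 0.024 and 0.020), and all 15 skeletal muscle genes were higher in both (15 alone, 0.12 in both).

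Lists of signalling and matrix genes are counted likewise, in the same libraries with fewer erythroid and more muscle transcripts. Targets of TGF-beta and BMP were 12 higher and 0 lower of 16 in WT (the same adjusted over the list alone, adjusted p = 6.5e-04 with an estimated correlation) and 12 and 1 in Bgn KO (the same alone, 0.0043), with Tgfb3 from 9.60 to 72.8 CPM in WT (log2 fold change 2.92, standard error 0.14) and from 16.1 to 79.9 in Bgn KO (2.31, standard error 0.13). Wnt targets and regulators were 12 higher and 1 lower of 20 in WT (13 and 1 alone, 0.0037) and 10 and 1 in Bgn KO (the same alone, 0.014). Matrix proteases and their inhibitors were 13 higher and 1 lower of 15 in WT (the same alone, 0.0046) and 8 and 1 in Bgn KO (9 and 1 alone, 0.010). Cartilage genes were 8 higher and 1 lower of 18 in WT (10 and 1 alone, 0.59) and 5 and 2 in Bgn KO (the same alone, 0.98). Myog, of regenerating muscle, had 1464 reads after fracture against 3 in WT controls, a ratio of 495.5 with an exact interval of 169.2 to 2405, and Il11 had 2152 against 8, a ratio of 273.1 with an interval of 138.4 to 633.4.

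Of proteins that the paper measured by staining or in serum, the transcripts stood as follows. They are RNA of whole shafts 3 days after fracture, whereas the paper took serum at an earlier time, so they do not test the serum levels. Adgre1, for F4/80 of macrophages, rose with fracture in WT (log2 fold change 0.72, adjusted p = 0.0025, higher in 6 of 6 libraries than the control mean) and in Bgn KO (1.03, adjusted p = 7.6e-05, 6 of 6), and did not pass between genotypes after fracture (-0.05, adjusted p = 0.96, lower in 4 of 6). Nos2 rose in both (2.84 in WT and 2.75 in Bgn KO, 6 of 6 libraries in each) and did not pass between them after fracture (0.06, adjusted p = 0.95, higher in 3 of 6). Chil3, for Ym1, fell in Bgn KO (-1.27, adjusted p = 6.8e-04, lower in 6 of 6) and did not pass in WT (-0.61, adjusted p = 0.077, lower in 6 of 6), where it passed only without the 3 libraries that stood apart (-0.73, adjusted p = 7.8e-04, range over the alternatives 7.8e-04 to 0.17), a setting chosen after the data were seen. Il6 rose in Bgn KO (1.27, adjusted p = 0.034, higher in 6 of 6), which was lost with only the groups compared (adjusted p = 0.079) and without Bgn KO control replicate 1 (0.073, range over the alternatives 5.2e-05 to 0.079) and was 2.22 without the 3 libraries that stood apart, among them Bgn KO control replicate 5 with its high Il6, and did not pass in WT (0.49, adjusted p = 0.43, higher in 5 of 6). Ccl2 after fracture did not pass between genotypes (0.45, adjusted p = 0.75, higher in 4 of 6). Il6 after fracture was higher in 6 of 6 Bgn KO libraries (0.62 to 0.70 over the alternatives, adjusted p from 0.35 to 0.75). Chil3 was lower in 5 of 6 (-0.58 to -0.53, adjusted p from 0.073 to 0.60), and no alternative called either gene.

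Between genotypes, Bgn had a log2 fold change of -4.98 in control femurs (adjusted p = 3.2e-11, lower in 6 of 6) and -5.82 after fracture (adjusted p = 1.7e-12, 6 of 6). Ifi44l, an interferon-induced gene on chromosome 3, had 2586 reads in Bgn KO controls against 0 in WT, at least 881.2-fold higher, and 1593 against 2 after fracture, a ratio of 786.9 with an exact interval of 217.5 to 6503. Gbp2b, a guanylate-binding protein gene on the same chromosome, had 476 reads in Bgn KO against 0 in WT after fracture, at least 156.7-fold higher. In control femurs, where WT had 40 reads of Gbp2b, it was 3.98 to 5.01 log2 units higher in Bgn KO over the alternatives. Zfp367 on chromosome 13 was 4.04 and 3.57 log2 units higher in Bgn KO in control and fractured femurs, from 48.7 to 799 and from 19.1 to 226 CPM. Lrmda was 3.40 and 3.43 log2 units lower, Ifi208 3.92 and 2.99 lower and Naip5 2.11 and 2.08 lower, the last lost in control femurs with only the groups compared (adjusted p = 0.165 with -2.11, lower in 6 of 6, range over the alternatives 0.0013 to 0.165). Of 29 ECM genes 4 were higher in Bgn KO controls (19 adjusted over the list alone, adjusted p = 0.028 with an estimated correlation) and of 20 Wnt genes 1 (8 alone, 0.0090), in the same libraries in which 11 of 15 skeletal muscle genes were higher (15 alone, 0.022) with a median log2 fold change of 2.14.

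The real groups called 8321 genes for fracture in WT, as many in 1 of 100 splits of the libraries with 3603 as the highest of the others, and 8035 in Bgn KO, as many in 1 of 100 with 3673 as the highest. The interaction called 0 genes, which no split can fall below, so the splits (683 genes in the highest other) do not test it.

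In newborn hindlimbs, 0 of 35 clusters and 0 of 12 classes changed in share by edgeR (2 and 1 at an unadjusted p under 0.05, and 0 and 0 with TMM), and DESeq2 was not run on shares. In the sums over all cells Bgn fell from 434 to 5.48 CPM (log2 fold change -6.31), Bglap, for osteocalcin of bone matrix, from 56.2 to 8.88 (-2.66, adjusted p = 0.0020, lower in 2 of 2 libraries) and Bglap2 from 29.9 to 5.32 (-2.49, adjusted p = 0.011, 2 of 2). Col10a1, of hypertrophic cartilage, fell by 2.15 log2 units (adjusted p = 0.044, lower in 2 of 2). Without WT replicate 1 Bglap2 and Col10a1 were lost (adjusted p = 0.065 and 0.057, with a highest value over the alternatives of 0.065 and 0.057 and a lowest of 3.4e-33 and 5.0e-26). Of 15 osteoblast markers 0 were higher and 2 lower (4 lower adjusted over the list alone, adjusted p = 0.65 with an estimated correlation). The share of osteoblast-like cells was 1.31% ± 0.413 in WT and 0.936% ± 0.127 in Bgn KO, which did not pass.

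Sums over a class at E16.5 also carry shifts between its clusters and free RNA. Ibsp in the sums of chondrocyte-like cells was 28.9 CPM in WT and 1896 in Bgn KO (log2 fold change 6.01, standard error 0.14), and 9 of 13 osteoblast markers were higher there (13 adjusted over the list alone, adjusted p = 0.17 with an estimated correlation). The cluster of this class led by Spp1 and Ibsp held 78 and 88 of 623 and 878 WT cells and 86 and 68 of 401 and 422 Bgn KO cells, and osteoblast markers in the cell-free droplets were 5.104-fold higher in Bgn KO. Cells matched to osteoblasts/chondrocytes without Harmony numbered 5 and 3 in WT and 40 and 46 in Bgn KO. With 20 dimensions they numbered 5 and 3 in WT and 26 and 30 in Bgn KO. At the resolution of 0.8 they numbered 168 and 246 in WT and 187 and 179 in Bgn KO, without a clear excess in Bgn KO. ECM genes were 18 higher of 29 in dermal fibroblast-like cells (22 alone, 0.16), 24 in loose connective ones (24 alone, 0.39) and 24 with 1 lower in muscle connective ones (25 and 1 alone, 0.35), where 14 of 17 cell cycle genes were lower (14 alone, 0.35). In the loose connective class, the cluster led by Lum, Dcn and Col1a2 held 467 and 658 of 1004 and 1514 WT cells and 172 and 238 of 833 and 970 Bgn KO cells.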
